# Prenatal thalamic waves regulate cortical area size prior to sensory processing

**DOI:** 10.1038/ncomms14172

**Published:** 2017-02-03

**Authors:** Verónica Moreno-Juan, Anton Filipchuk, Noelia Antón-Bolaños, Cecilia Mezzera, Henrik Gezelius, Belen Andrés, Luis Rodríguez-Malmierca, Rafael Susín, Olivier Schaad, Takuji Iwasato, Roland Schüle, Michael Rutlin, Sacha Nelson, Sebastien Ducret, Miguel Valdeolmillos, Filippo M. Rijli, Guillermina López-Bendito

## Abstract

The cerebral cortex is organized into specialized sensory areas, whose initial territory is determined by intracortical molecular determinants. Yet, sensory cortical area size appears to be fine tuned during development to respond to functional adaptations. Here we demonstrate the existence of a prenatal sub-cortical mechanism that regulates the cortical areas size in mice. This mechanism is mediated by spontaneous thalamic calcium waves that propagate among sensory-modality thalamic nuclei up to the cortex and that provide a means of communication among sensory systems. Wave pattern alterations in one nucleus lead to changes in the pattern of the remaining ones, triggering changes in thalamic gene expression and cortical area size. Thus, silencing calcium waves in the auditory thalamus induces *Rorβ* upregulation in a neighbouring somatosensory nucleus preluding the enlargement of the barrel-field. These findings reveal that embryonic thalamic calcium waves coordinate cortical sensory area patterning and plasticity prior to sensory information processing.

## Abstract (web summary)

How sensory maps are formed in the brain is only partially understood. Here the authors describe spontaneous calcium waves that propagate across different sensory nuclei in the embryonic thalamus; disrupting the wave pattern triggers thalamic gene expression changes and eventually alters the size of cortical areas.

Sensory systems are represented in the primary sensory areas of the brain in organized maps. In the embryo, these territories are pre-patterned by restricted gene expression independently of external inputs^1^,^2^,^3^,^4^,^5^. However, sensory cortical areas are malleable later in life as their position and size varies in function of peripheral stimuli. For example, deprivation or the loss of sensory stimuli in the visual or somatosensory systems leads to a reduction in the size of the corresponding primary cortical area and altered map representations^6^,^7^,^8^,^9^. Moreover, spontaneous network activity from sensory peripheral neurons also modulates the formation of cortical maps prior to sensory experience^10^,^11^. This is the case of retinal waves that direct map refinement in the superior colliculus and visual cortex through spatiotemporal patterns of peripheral activity^12^,^13^,^14^. Thus, this bottom-up plasticity, peripheral-to-central, is a well-defined mechanism that modulates cortical maps within a given sensory system.

Conversely, central structures such as the thalamus, can also influence intra-modally sensory cortical areas prior to sensory experience. Genetic manipulation of visual or somatosensory thalamocortical axons (TCAs) during embryogenesis perturbs the formation of the corresponding cortical sensory map^15^,^16^. Yet when a sensory input is lost early in life, thalamocortical circuits can reorganize and this change is correlated with adaptations in the size of the sensory cortical area related to the lost input^17^,^18^,^19^. Furthermore, top-down plasticity for the somatosensory system has also been demonstrated recently, whereby the size of the cortical barrel-field modifies its representation in subcortical sensory nuclei^20^. Thus, it is clear that both peripheral and central structures have a key role in modulating the size of cortical areas and territories within a given sensory system.

Intriguingly, the plastic changes that occur in the cortex of sensory-deprived animals involve both the deprived and spared cortical areas. For example, removal of the eyes at birth leads to a reduction of the primary visual cortex and an expansion of the somatosensory cortical barrel-field in blind adult rodents^21^,^22^,^23^. Thus, there would appear to be some communication among distinct sensory systems and cortical areas, although the mechanisms that underlie such effects remain unexplored.

Here we describe the existence of thalamic spontaneous calcium waves that have a specific pattern of propagation among distinct sensory-modality nuclei. We hypothesize that thalamic waves may have a pivotal role in regulating the development of cortical representations from different sensory modalities. Abolishing spontaneous calcium waves in the auditory nucleus of the thalamus alters the pattern of spontaneous waves in the neighbouring somatosensory ventral posterior medial (VPM) nucleus, and equivalent changes were also observed in embryonically enucleated mice. The increased frequency of waves in the VPM precedes an enlargement of the cortical barrel-field in S1. Mechanistically, we found activity-dependent regulation of the nuclear orphan receptor *Rorβ* in the VPM, which produced an increase in the complexity of TCA terminals. Gain- and loss-of-function experiments offer further support to the hypothesis that *Rorβ* expression in the thalamus is a key regulator of sensory cortical area adaptation.

In summary, our findings reveal a novel mode of communication between distinct sensory-modality thalamic nuclei, whereby spontaneous calcium waves control gene expression and trigger cortical size adaptations prior to the onset of sensory information processing.

## Results

### Visual embryonic deprivation expands the barrel-field

It is well known that eye enucleation at early postnatal stages triggers a profound reorganization of deprived and non-deprived sensory cortical areas^8^,^24^. For instance, the somatosensory cortical area size is expanded in blind animals^8^,^25^ while the visual primary area is reduced^8^,^24^,^26^. To determine if the development of sensory cortical territories is coordinated among distinct sensory systems already at prenatal stages, we performed bilateral eye enucleation at embryonic day (E) 14.5 (embBE), before retinal axons reach the thalamus. Experiments were done in wild-type or in a transgenic mouse line that expressed the membrane-bound enhanced green fluorescent protein (GFP) from the sensory thalamus (TCA-GFP mouse^27^). The absence of retinal axons was verified using dye tracing or a retinal ganglion cell specific transgenic mouse, *Brn3b*^*Cre/+*^, crossed with a *R26*^*tdTomato*^ reporter line (Fig. 1a and Supplementary Fig. 1a). We then assessed the development of the visual, somatosensory and auditory cortical areas size at early postnatal stages. Measurements of the primary cortical areas size showed a 33.3% decrease in V1 (control: 100±3.11%, *n*=13; embBE: 66.7±1.88%, *n*=12) and a 13.6% expansion of S1 (control: 100±1.73%, *n*=13; embBE: 113.7±2.28%, *n*=12; Fig. 1b,c). The A1 area did not change after embBE. The decrease in the V1 area in the embBE mice was accompanied by a similar 39.8% reduction in the dorsal lateral geniculate nucleus (dLGN) size (Supplementary Fig. 1b–d). This reduction has been reported before in early postnatal enucleated mice^26^. Interestingly, the size of the VPM did not change after embBE (Supplementary Fig. 1b–d) suggesting that the expansion of S1 might be triggered by changes in the axonal arborization of VPM thalamic neurons. To test this, we closely look at the developmental progression of the primary somatosensory cortex (S1) that displays a topographical representation of the whisker pad along the feed-forward pathway from the brainstem to the barrel field in S1 (refs 6, 28, 29). Immunostaining for the vesicular glutamate transporter 2 (vGlut2) that specifically labels TCA terminals in cortical layer IV, revealed a 10.7% increase in the total posteromedial barrel subfield (PMBSF) area of embBE mice at P4 (control: 100±2.63%, *n*=10; embBE: 110.7±3.58%, *n*=14; Fig. 1d,e) and a 12.4% increase at P8 (Supplementary Fig. 2a,b). The size of each individual barrel was also greater in the embBE mice than in their control littermates at both P4 (17.7% mean increase; control: 100±2.75%, *n*=10; embBE: 117.7±5.07%, *n*=14; Fig. 1f) and P8 (18.7% mean increase; Supplementary Fig. 2a,b). Moreover, these changes persisted in the adult (P30) embBE mice, where the PMBSF was increased by 11.25% as compared with control animals (Supplementary Fig. 2c,d).

Although active whisking is not performed until P10-P13 in mice^30^, to unequivocally demonstrate that the barrel enlargement is independent of an increase in passive whisker flickering in young pups, we trimmed the whiskers of embBE mice daily from birth until P4. At P4, the increase in the size of the barrel area in embBE animals whose whiskers were trimmed (dewhiskered) was similar to that of embBE mice with untrimmed whiskers (control: 100±3%, *n*=13; control dewhiskered P0-P4: 103±2.8%, *n*=16; embBE: 113.6±3.5%, *n*=13; embBE dewhiskered P0-P4: 118.6±4.2%, *n*=13; Fig. 1g). Moreover, the size of barrelettes in the brainstem spinal sensory (SpV) and principal sensory (PrV) trigeminal nuclei (Supplementary Fig. 3), and of barreloids in the somatosensory VPM thalamic nucleus (Fig. 1h) was normal in early postnatal embBE animals. This strongly suggested that the enlargement of the S1 cortical area in embBE animals is not due to changes occurring at the level of either brainstem somatosensory nuclei or their presynaptic input to the thalamus. The adaptation in S1, however, might rather depend on reorganization of thalamocortical input, well before visual sensory experience.

### Thalamic calcium waves communicate sensory thalamic nuclei

In subcortical structures, spontaneous network activity within a given sensory modality has been shown to shape the spatial and functional organization of the corresponding sensory cortical area^12^,^31^,^32^. The thalamus is the first sub-cortical structure where the peripheral and sub-cortical inputs of visual, auditory and somatosensory circuits converge. Moreover, the results in embBE mice suggested that communication in the thalamus among distinct sensory-modality thalamocortical afferent nuclei might take place to regulate inter-areal cortical size before sensory experience. Spontaneous activity could be a promising candidate to provide such inter-nuclear communication.

We took advantage of the *Gbx2*^*CreER*^*;R26*^*tdTomato*^ mice to analyse Ca^2+^ signalling in thalamocortical slices in which the thalamic sensory nuclei are labelled (Fig. 2a). We found a consistent pattern of activity characterized by the emergence of thalamic Ca^2+^ waves in the principal sensory nuclei (VPM, dLGN and ventro medial geniculate (MGv)) lasting from E14.5 up to P2 (Supplementary Fig. 4a–d). Thalamic waves also involve higher-order nuclei at perinatal stages. This pattern of activity was clearly distinct from the asynchronous Ca^2+^ transients recorded in single cells and the synchronous activity seen in small clusters (Fig. 2b and Supplementary Fig. 4e,f). Waves propagated with a mean front speed of 141.93±29.3 μm per second, leading to a delay in the onset of the Ca^2+^ transient in cells located progressively distant to the wave origin (Fig. 2c). Spatially, thalamic waves propagated across distinct sensory-modality thalamic nuclei, from one nucleus to another (VPM-dLGN, VPM-MGv and vice versa; Fig. 2d and Supplementary Movies 1–3) with a frequency of 0.20±0.04 waves per minute and a duration of 7.45±0.26 s (Supplementary Fig. 4g). The analysis of inter-wave intervals showed a wide distribution, ranging from 15 to more than 400 s, concentrated in the 0–3 min interval but without a defined peak of occurrence (Supplementary Fig. 4h). In order to test whether this thalamic form of activity is transmitted to the cortex, we performed calcium imaging in transgenic mice that specifically expresses the calcium indicator protein GCaMP6 in the sensory thalamic neurons (Fig. 2e). Remarkably, analysis of the activity pattern at E16.5 showed that thalamic waves are propagated through the TCAs reaching cortical areas (Fig. 2f,g; Supplementary Movie 4).

### Thalamic waves are propagated via gap junctions

Next, we further investigated the properties and underlying mechanisms of waves initiation and propagation. At E16.5, thalamic waves were originated from the three principal sensory thalamic nuclei with a higher frequency of origin at the VPM (Fig. 3a,b). Irrespective of their origin, the maximum area of propagation was constant for successive waves that consistently travelled across the same territory (Fig. 3a). Within a given nucleus, the origins of waves were randomly distributed, without a regular trigger zone (Fig. 3c). To determine the possible mechanisms involved in the waves initiation, we checked the effect of the voltage-sensitive Na channel blocker tetrodotoxin (TTX). The application of 1 μM of TTX (Fig. 3d,e) led to the abolition of the calcium waves. These results suggest that wave's initiation/propagation requires the activation of voltage-dependent Na-channels. Consistently with this, the gradual depolarization of the cells by step increases in the concentration of extracellular potassium, leads to a gradual increase in the frequency of the waves (Fig. 3f).

The function of gap-junctions has been implicated in the propagation of cortical waves in the developing neocortex^33^,^34^,^35^. Thus, we wondered whether gap-junctions might also participate in the mechanism of thalamic waves propagation. Notably, treatment of thalamic slices with the general gap junction blocker Carbenoxolone eliminated the propagation of the Ca^2+^ waves, while preserving, although reduced, single cell and cluster activity (Fig. 3g,h). Whereas connexin-36 is expressed in developing brain areas and has been implicated in developmental processes^36^, treatment with the Cx36 specific gap-junction blocker Mefloquine only decreased the frequency of the Ca^2+^ waves without blocking them (Supplementary Fig. 4i), suggesting that additional connexins might be involved in this process.

### Blockage of thalamic waves affects the size of cortical areas

We have shown that spontaneous calcium waves of activity emerge in thalamic neurons from early stages of embryonic development and propagate among distinct sensory thalamic nuclei prior to the formation of cortical maps. We next investigated whether thalamic Ca^2+^ waves might coordinate the size of cortical areas during prenatal development. We generated a transgenic mouse that conditionally expressed the Kir2.1 (Kir) inward rectifier potassium channel fused to the mCherry protein (referred to as *R26*^*Kir*^). When crossed to the *Gbx2*^*CreER*^ line, the *R26*^*Kir*^ mouse allows thalamic activity to be manipulated *in vivo*. When tamoxifen was administered at E14.5, *Kir* was specifically overexpressed in MGv thalamic neurons in a mosaic fashion (Supplementary Fig. 5a,b; referred to as the *MGv*^*Kir*^ mouse) resulting in the blockade of the waves that originated in this structure (Fig. 4a). Individual cell activity remained in the inter-wave periods, although in fewer cells (Supplementary Fig. 5c,d). Therefore, this model provides a means to address a specific role of thalamic Ca^2+^ waves in influencing cortical area size.

The abolition of waves from the MGv resulted in an altered wave pattern in the VPM nucleus at E16.5. While the frequency of wave spreading between the dLGN and VPM nuclei remained unchanged, numerous *de novo* waves appeared in the VPM that remained restricted to this territory, significantly increasing the mean wave activity in this nucleus (control: 0.20±0.04 waves per minute VPM, *n*=6; *MGv*^*Kir*^: 0.34±0.04 waves per minute VPM, *n*=11; Fig. 4b,c and Supplementary Movie 5). Despite the increase of wave frequency, the average number of calcium transients per neuron did not change in the VPM of the *MGv*^*Kir*^ mouse compared with control (Supplementary Fig. 5e,f), indicating that it is the synchronization of Ca^2+^ activity what was altered and not the extent of asynchronous activity. Interestingly, silencing thalamic waves in the MGv caused a 12.3% increase in the size of the S1 area (Supplementary Fig. 6a,b) with an 8% enlargement of the total PMBSF area (control: 100±1.74%, *n*=11; *MGv*^*Kir*^: 108±2%, *n*=12; Fig. 4d). Individual barrels were also increased in size by 10.1% at P7 (control: 100±3.07%, *n*=11; *MGv*^*Kir*^: 110.1±2.85%, *n*=13). We also found a significant decrease of 51.9% in the A1 area in the *MGv*^*Kir*^ mouse (Supplementary Fig. 6a,b), suggesting that silencing thalamic waves within a thalamic sensory nucleus leads to a decrease in the size of its corresponding cortical area. No changes in the size of either barreloids in the VPM or the area of the dLGN and MGv nuclei were observed in the *MGv*^*Kir*^ mice (Supplementary Fig. 6c–g).

These findings suggest that the expansion of the barrel-field in S1 might be triggered by the increased frequency of waves in VPM, rather than being a direct consequence of MGv silencing. To test the general validity of this assumption, we recorded Ca^2+^ wave activity in the VPM of embBE mice at E17. As in the *MGv*^*Kir*^ model, we found an increase in the frequency of waves in the VPM in the embBE mice (control: 0.16±0.03 waves per minute VPM, *n*=5; embBE: 0.29±0.03 waves per minute VPM, *n*=5; Fig. 4e,f and Supplementary Movie 6). Altogether, these results strongly suggest that prenatal thalamic waves are key regulators of sensory cortical area size and that prenatal alteration in inter-thalamic sensory nuclei communication may trigger size adaptation in cortical territories.

### Correlated activity modulates thalamic *Rorβ* gene expression

Next, we addressed the molecular mechanism by which VPM thalamic neurons drive size adaptation of the cortical somatosensory area. In embBE mice, the enlargement of the barrel-field occurs in the first postnatal week suggesting that changes in gene expression in the perinatal VPM thalamic neurons might underlie these cortical adaptations. Hence, we compared the VPM gene expression profiles in control and embBE animals at P0 and P4 (that is, before and at the time of barrel formation) (Fig. 5a). 

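Gene expression was measured on 3 control and 3 embBE arrays at P0 and on 3 of each at P4. In embBE mice both eyes had been cauterized in utero. The sample labels name the tissue VB, the ventrobasal complex, of which the VPM is part. The nucleus was microdissected from vibratome sections, its RNA went through 2 rounds of amplification, and each sample was hybridized to 1 Affymetrix mouse array. Each label carries a pair of numbers (control 35_1, for example) whose meaning is not stated, and nothing states that each array came from a separate animal, so p-values measure the spread between arrays, which can be technical. The authors deposited log2 signals after RMA normalization of 45101 probe sets. Another 12 arrays, of the dLGN (4 embBE and 2 control at P0, 3 and 3 at P4), were deposited with them. For each of 18194 genes the probe set with the highest mean signal was taken, and the 12 VB arrays were fitted together in limma. A gene was called when it met the study's threshold, a fold change of at least 1.5 and a p under 0.05. The paper does not state an adjustment of its p, and the p was taken here as unadjusted. The number of arrays limits the precision of every value.
Control array 35_1 at P0 and control array 36_3 at P4 stood apart from the other VB arrays. Their signals had an SD over all probe sets of 2.22 and 2.26, and the other 10 arrays had one of 2.33 to 2.42. They also had the largest gaps between the 3′ and 5′ probe sets of actin, 4.29 and 3.14 log2 units. The others lay between 1.95 and 2.98. This gap is a common measure of how intact an RNA is and how completely it was copied. The same gap of Gapdh was the largest on 35_1 (4.84) but not on 36_3 (3.47), where the others lay between 3.03 and 4.07. Of these 2 measures, only that of actin set 36_3 apart. Over the 12 VB arrays the SD fell as the actin gap widened (Pearson r = −0.956, 2-sided permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 2e-05 over the 2 relations computed). Spearman rho was −0.937 (permutation p = 5e-05, adjusted p = 0.0001). Without the 2 arrays whose SD lay farthest from the median SD, r was −0.901. Over the 12 dLGN arrays r was −0.676 (permutation p = 0.0132, adjusted p = 0.0132; rho = −0.58, permutation p = 0.0516, adjusted p = 0.0516) and −0.683 without 2. Arrays sharing a first label number were too few to repeat this within a number.

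**Figure D1:**
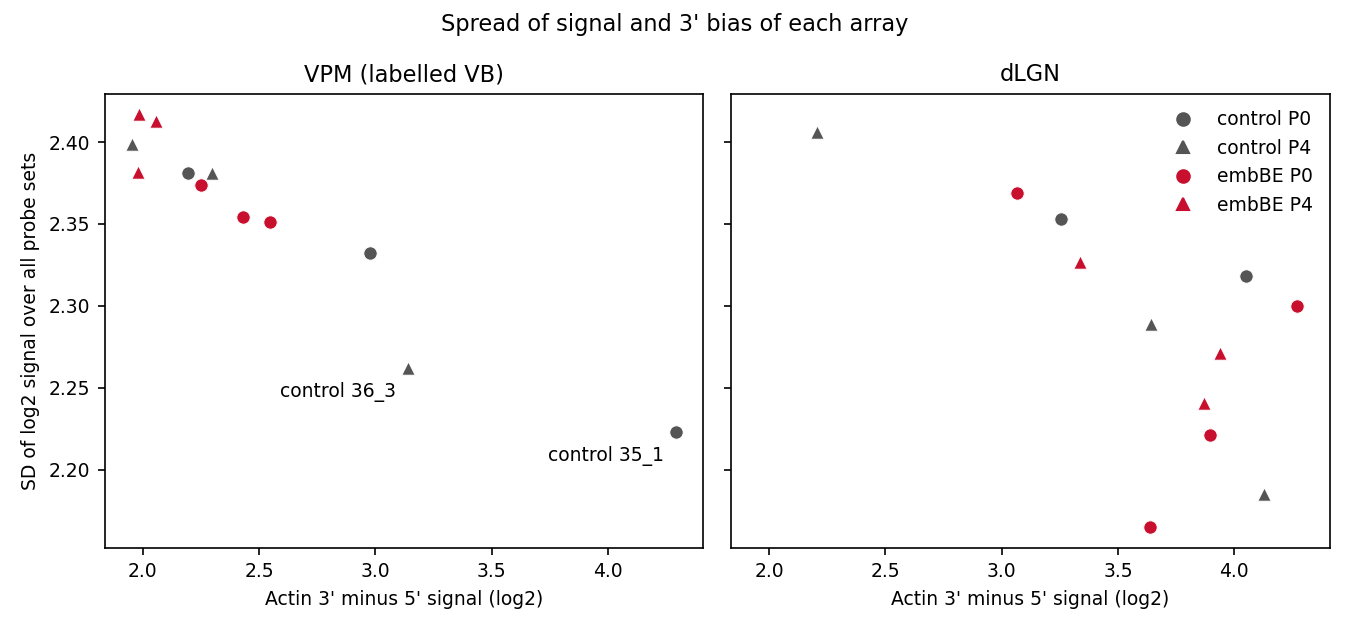
Spread of the signals on each array, as the SD of the log2 signal over all probe sets (vertical axis), against the log2 difference between the 3′ and 5′ probe sets of actin (horizontal axis), for the VPM (left) and the dLGN (right). Grey points are control and red points embBE arrays, circles P0 and triangles P4; control arrays 35_1 and 36_3 lie low and to the right of the other VPM arrays.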

A microarray analysis identified 106 genes, whose expression changed significantly in the VPM of embBE mice at P0 (Fig. 5b). Moreover, most of the VPM genes that changed significantly were upregulated at P0 and P4 (Fig. 5b). These results demonstrate that peripheral deprivation from a given sensory-modality (for example, visual) triggers changes in gene expression in the non-deprived thalamic somatosensory VPM nucleus. These cross-modal gene expression changes could not be explained by either TCA rewiring or major sub-thalamic reorganization of thalamic afferents (Supplementary Fig. 7).

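The potassium channel gene Kcnma1 (log2 fold change 0.95, SE 0.38), the cation channel gene Trpm3 (0.93, SE 0.29) and the protocadherin gene Pcdh7 (0.89, SE 0.32) were called higher in the embBE VPM at P0, together with the zinc-finger genes Zfp871 (0.83, SE 0.18), Zfp383 (0.82, SE 0.23) and Ikzf5 (0.82, SE 0.37). Ttc30b (1.01), Lrpprc (0.84), Armcx4 (0.79) and Ufl1 (0.78) complete the 10 largest increases among the called genes whose embBE arrays all lay above the controls. Among those whose embBE arrays all lay below the controls, the largest decreases were in Grp, which encodes gastrin-releasing peptide (−1.19, SE 0.53), and in the homeobox gene Lhx1 (−0.99, SE 0.40). Cplx2 (−0.85, SE 0.32) and Doc2a (−0.79, SE 0.22), which take part in synaptic vesicle release, were called lower. So were the adhesion molecule gene Alcam (−0.76, SE 0.20), the clock-controlled transcription factor gene Dbp (−0.72, SE 0.16), the proteoglycan gene Bcan (−0.69, SE 0.15), Pltp (−0.83), Tmie (−0.80) and Nr2f6 (−0.70). Vesicle release genes did not pass as a group in the test given below, and Pclo, outside these 20 genes, was called higher (0.62). Genes whose groups overlapped lie outside these 20 even where the change was large. The sex-linked gene Xist, named after its values were seen, was called higher (2.62, SE 1.06). Its signal was high in 0 of 3 control and 2 of 3 embBE arrays.
Of the genes that Fig. 5b names as upregulated, Cpne4 (1.00, SE 0.29), Ube2c (0.93, SE 0.34) and Zfp871 were called on the main (brightest) probe set, and Sox5 (0.81, SE 0.47), Tmem254a (D14Ertd449e in Fig. 5b; 0.58), Adgrl3 (Lphn3; 0.49), Lgals1 (0.45) and Mthfd2 (0.22) were not. Of those it names as downregulated, Capn15 (Solh; −0.65), Plekhh1 (−0.65), Gpc5 (−0.65), Ngef (−0.64), Efhd2 (−0.63), Mfge8 (−0.62) and Ppfia4 (−0.60) were called, and Cux1 (−0.19), Scd2 (0.29) and Kcnj3 (0.09) were not. Another probe set was called higher for Sox5 (1.13), Adgrl3 (0.88) and Mthfd2 (0.88), and lower for Cux1 (−0.59), Scd2 (−0.59) and Kcnj3 (−0.66). The study chose these genes on the same arrays, so their direction is not independent evidence. Cpne4 and Zfp871 were called whichever array was left out. Without control array 35_1 Gpc5 (−0.77) and Ngef (−0.61) were called, and Ube2c (0.50), Capn15 (−0.40), Plekhh1 (−0.36), Efhd2 (−0.53), Mfge8 (−0.49) and Ppfia4 (−0.39) were not. These 6 were not called without embBE array 39_3 either, Gpc5, Ngef and Mfge8 not without control array 39_5, Ube2c and Plekhh1 not without embBE array 39_4, and Plekhh1 not without embBE array 35_3.
In all, 132 genes were called at P0. With limma, 0 genes had an adjusted p under 0.05 (the lowest was 0.679), and 1219 had an unadjusted p under 0.05, where chance gives 910; the methods' t-test called 28 genes, with 0 and 805 on those counts. In 80 of the 132 genes the embBE arrays lay on one side of every control array; over all genes this share was 12.0%, and chance gives 10%.
Most of these calls depended on control array 35_1. Without it 32 genes were called, of which 20 were among the 132, and the median size of the change in the 132 genes, each of which kept its sign, was 0.46 instead of 0.68. Of the 20 genes named first, whose groups did not overlap, Zfp871 (0.61), Grp (−1.45) and Lhx1 (−1.30) were called without 35_1, and 20 were called without control array 35_2, where the count of called genes was 1058. Without embBE arrays 35_3, 39_3 and 39_4 in turn, 12, 12 and 14 of the 20 genes were called. Grp and Lhx1 rested on control array 39_5, which lay 1.56 and 1.36 above the control mean; without it 16 of the 20 genes were called, and Grp, Lhx1, Kcnma1 and Lrpprc were not.

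**Figure D2:**
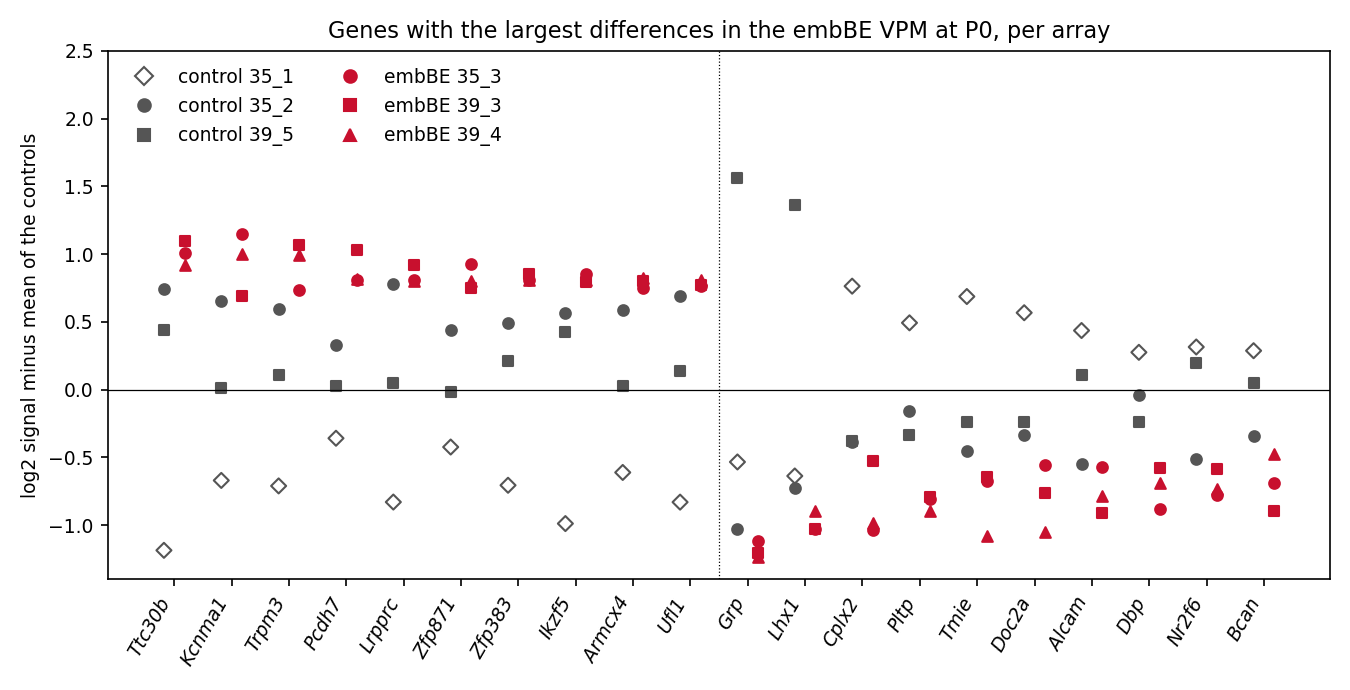
Log2 signal on each VPM array at P0 minus the control mean, for the 10 genes with the largest increases and the 10 with the largest decreases among called genes whose groups did not overlap (unnamed clones passed over). Grey points are control and red points embBE arrays; the open diamond is control array 35_1, which in most of these genes lies farthest from the embBE arrays.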

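At P4 the largest increases in the embBE VPM, among called genes in which every embBE array lay above every control array, were in the genes of 2 secreted synaptic organizers, Cbln4 (log2 fold change 1.23, SE 0.38) and Cbln2 (1.03, SE 0.29). The next in this set, unnamed clones passed over, were the RNA-binding protein gene Cpeb1 (0.80, SE 0.35), the growth factor gene Bmp5 (0.80, SE 0.25), Rprm (0.79, SE 0.34), the signalling gene Rasgrp1 (0.68, SE 0.19) and the activity-regulated transcription factor gene Egr1 (0.68, SE 0.29). Scaf11 (0.67), the coactivator gene Crebbp (0.66) and Zfp667 (0.65) were also called higher. The genes called lower at P4 were Tac1, the precursor of substance P (−0.72, SE 0.19), Rpl39l (−0.62, SE 0.21) and Csdc2 (−0.61, SE 0.24).
At P0 101 genes were called higher and 31 lower (76.5% higher), and at P4 26 and 3 (89.7%). At P0 the split was 80 and 50 (61.5%) when cyclic loess was applied, and 13 and 19 without control array 35_1. At P4 it was 8 and 4 without control array 36_3, 171 and 38 (209 genes) without control array 24_2, and 88 and 31 (119 genes) without control array 40_1. Leaving out embBE array 24_4, 36_2 or 40_3 gave 48, 55 (40 and 15) or 45 called genes. Of the 13 genes named for P4, the ones still called without 36_3 were Cbln4 (1.08), Cbln2 (0.89), Tac1 (−0.90) and Rpl39l (−0.72); Rprm, Egr1 and Tac1 were not called without 40_1, Rprm and Rpl39l without 24_2, Cpeb1, Egr1, Crebbp and Csdc2 without 24_4, Cpeb1, Bmp5, Rprm and Csdc2 without 36_2, and Egr1 and Scaf11 without 40_3.
By limma 0 genes passed an adjusted p of 0.05 at P4 (the lowest was 0.751), and 724 had an unadjusted p under 0.05, fewer than chance gives; the methods' t-test called 6 genes, 0 of them after adjustment, with 827 under an unadjusted p of 0.05. The embBE and control arrays did not overlap in 20 of the 29 called genes and in 12.2% of all genes, where 3 arrays against 3 give 10% by chance.
Only G2e3 (0.77 at P0, 0.59 at P4) and C630043F03Rik (0.73 and 0.79) were called at both ages, both higher; these were named after their values were seen. If the calls were independent, 0.149 genes would be shared in the same direction. Of 100 splits of the arrays, the real one among them, 16 shared as many, in a test chosen after the data were seen. The effect at P4 minus that at P0 met the study's threshold in 63 genes, 48 of them higher, with 0 genes at an adjusted p under 0.05 in limma and 294 at an unadjusted p under 0.05.

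**Figure D3:**
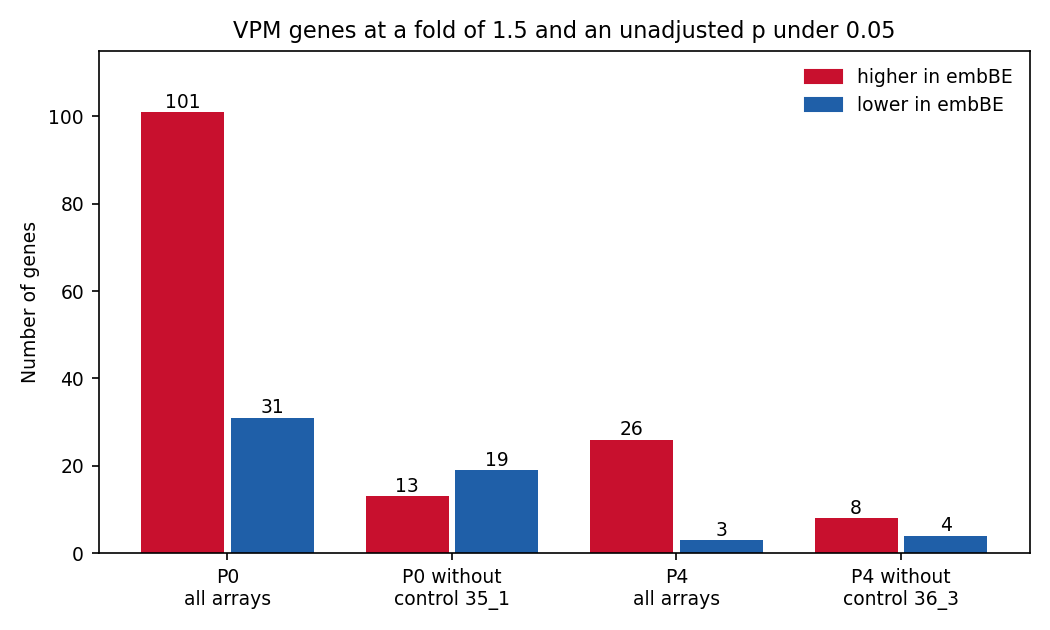
Number of genes called higher (red) and lower (blue) in the embBE VPM at P0 and P4, with all arrays and without control array 35_1 (P0) or 36_3 (P4). Leaving out the 1 array removes most of the genes called higher at either age.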

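At P0 genes of the cell cycle and mitosis were higher as a group in the embBE VPM (median log2 fold change 0.26, 23 of 33 genes above 0; camera with a preset correlation, adjusted p = 6.37e-05), and the mitotic genes Ube2c, Nusap1 (0.74, SE 0.23) and Cenpa (0.71, SE 0.32) were called. Markers of GABAergic neurons, which populate the reticular nucleus and zona incerta beside the VPM, were lower as a group (median −0.31, 15 of 16 genes below 0; adjusted p = 0.00212), with 0 genes called. Neither group passed with an estimated correlation (adjusted p = 0.777 for each). Genes higher in dLGN than VB in the P4 controls were lower too (median −0.11, camera adjusted p = 0.00125, 0.166 with an estimated correlation). Genes higher in VB had a median of 0.029 (0.00282, 0.285 with an estimated correlation). The cell cycle median was 0.16 without control array 35_1 or 35_2 and 0.17 without embBE array 39_3. Without control array 35_2 the cell cycle group missed the threshold (adjusted p = 0.0724), and without control array 39_5 the GABAergic group did (adjusted p = 0.352, median −0.079), whose median was −0.50 without 35_2. With the dimmer probe sets left out both missed it (adjusted p = 0.0895 for the cell cycle and 0.160 for the GABAergic group).
Genes of thalamic relay neuron identity had a median of 0.21 (12 of 16 above 0; adjusted p = 0.0685), and genes with a role in barrel formation one of 0.15 (adjusted p = 0.272). Among potassium channels (adjusted p = 0.496), Kcnma1, Kcnab1 (0.71, SE 0.25) and Kcnd3 (0.59, SE 0.24) were called higher. Among genes of synaptic vesicle release (adjusted p = 0.416), Pclo (0.62, SE 0.20) was called higher and Cplx2 lower, and among axon guidance genes (adjusted p = 0.726) the ephrin receptor gene Epha3 (0.59, SE 0.26) was called. GABA and glycine receptors and chloride transporters gave an adjusted p of 0.272, with Gabrb2 (0.61, SE 0.28) called, and activity-regulated genes a median of 0.025 (adjusted p = 0.827). The study had picked Ube2c, of the cell cycle list, Kcnj3, of the potassium channels, and Rorb, of the relay neuron and barrel formation lists, on these arrays. Kcnab1 was called whichever array was left out, whereas Nusap1 (0.47), Cenpa (0.33), Kcnd3 (0.42), Pclo (0.58), Epha3 (0.33) and Gabrb2 (0.36) were not called without control array 35_1.
At P4 cholesterol and fatty acid synthesis genes (median 0.16, 17 of 23 above 0; adjusted p = 0.0288) and GABA and glycine receptor genes (0.15, 13 of 16 above 0; adjusted p = 0.0443), Gabra3 among them (0.62, SE 0.28), were higher as groups. Markers of the habenula, a neighbouring epithalamic structure, were lower (−0.13, 10 of 12 below 0; adjusted p = 0.0443), with Tac1 called. None of these 3 groups passed with an estimated correlation (adjusted p = 0.563 for each). The potassium channel gene Kcnq5 (0.62, SE 0.21) was also called, but not without embBE array 36_2 (0.45) or control array 36_3, and Gabra3 was called without control array 24_2 but not without any other single array. Relay neuron identity and barrel formation genes gave an adjusted p of 0.259 each at P4. With cyclic loess, tried for the groups after their results were seen, the P4 groups kept their sign but missed the threshold (adjusted p of 0.403 for cholesterol synthesis, 0.380 for the receptors and the habenula). Their medians under cyclic loess were 0.083 for cholesterol synthesis, 0.12 for the receptors and −0.061 for the habenula. With arrays centred on their median, tried then too, these groups missed the threshold as well (adjusted p = 0.0658, 0.0979 and 0.0658 in that order). They missed it too with the dimmer probe sets left out (adjusted p = 0.135 for each).
The P4 groups also depended on single arrays. The receptor genes missed the threshold without embBE arrays 24_4 (adjusted p = 0.109) and 36_2 (0.206) and without control arrays 24_2 (0.0517, median 0.26), 36_3 (0.185) and 40_1 (0.116). Cholesterol synthesis did so without embBE arrays 36_2 (adjusted p = 0.206, median 0.098) and 40_3 (0.0674, median 0.11) and control arrays 24_2 (0.0514) and 36_3 (0.131, median 0.054). The habenula markers did so without embBE arrays 24_4 (adjusted p = 0.0924) and 36_2 (0.206) and control arrays 24_2 (0.0624), 36_3 (0.131, median −0.062) and 40_1 (0.0940). Adjusted over the list alone, 1 gene was lower at P0 (cholesterol synthesis) and 1 at P4 (habenula markers). The rotation test fry gave a lowest adjusted p of 0.614 at P0 and 0.606 at P4 over the lists. From the genes called at P0 and P4, the paper concludes that loss of the eyes before birth alters transcription in the somatosensory thalamus although this nucleus was not itself deprived.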

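Rorb, which encodes the nuclear receptor RORβ, was measured by 3 probe sets, and at P0 all 3 embBE arrays lay above all 3 control arrays of the VPM on each of them (2-sided exact permutation p = 0.1, the smallest that 3 arrays against 3 can give). On the main probe set, the one with the highest mean signal, the mean intensity was 335 ± 58.6 (SD, n = 3) in control and 451 ± 17.0 (SD, n = 3) in embBE, a log2 fold change of 0.44 (SE 0.19). Its fold change of 1.36 lies under the study's threshold, with an unadjusted p of 0.0409 in limma. On the second probe set the means were 229 ± 26.9 and 430 ± 18.8 (SD, n = 3 each), a log2 fold change of 0.91 (SE 0.17) and a fold change of 1.88. In a limma fit over every probe set this gave an unadjusted p of 0.000178 and an adjusted p of 0.722. On the dimmest probe set the means were 129 ± 8.78 and 145 ± 4.74 (SD, n = 3 each), a log2 fold change of 0.18 (SE 0.12) with an unadjusted p of 0.166. The gap between the effects on the second and the main probe set was 0.47 (exact permutation p = 0.1) and was 0.25 without control array 35_1; without that array the effect on the main probe set was 0.58. In limma the unadjusted p of this effect was 0.0133 without 35_1. It ran from 0.0612 to 0.133 without each of the other P0 arrays in turn. With cyclic loess it was 0.0742, with all 24 arrays in the fit 0.153, and with only the 2 groups in the fit 0.0128.

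**Figure D4:**
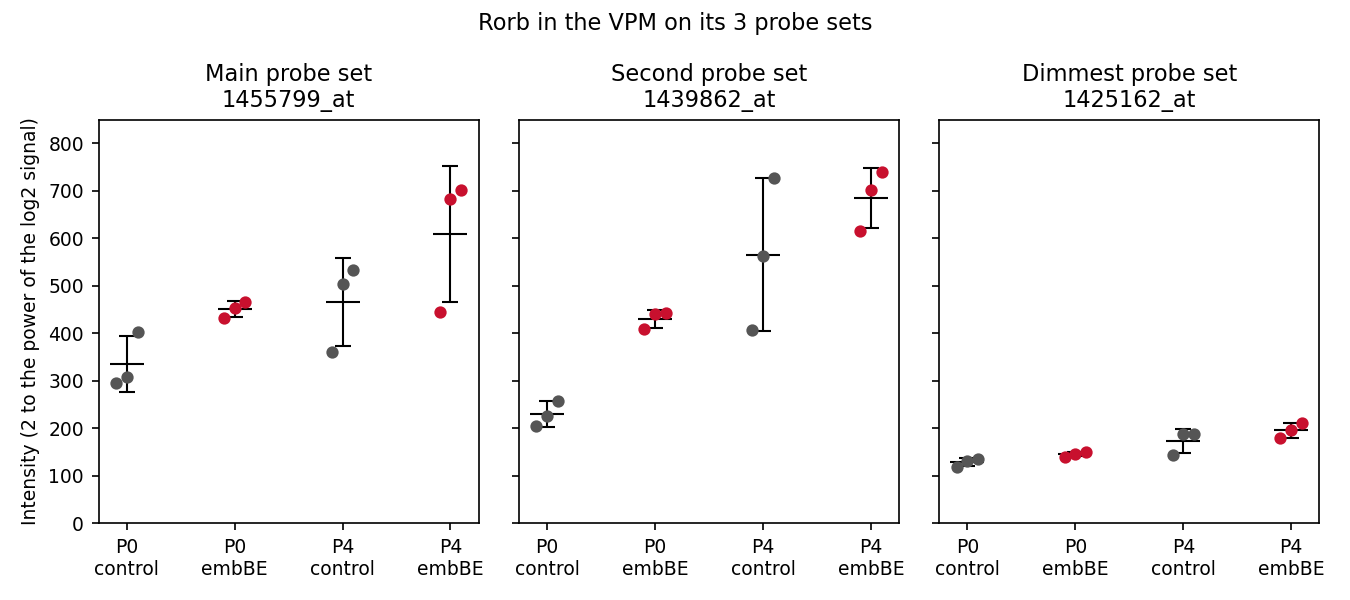
Intensity of the 3 Rorb probe sets on each VPM array, in linear units after RMA, for control (grey) and embBE (red) at P0 and P4, with mean ± SD. The embBE arrays lie above the control arrays at P0 on each probe set, by the widest margin on the second probe set (middle panel).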

Among the genes differentially expressed in the VPM, the RAR-related orphan receptor B (*Rorβ*)^37^ was within the top ten genes significantly upregulated in the VPM (1.9-fold) in embBE mice at P0 (Fig. 5b,c). *Rorβ* was shown to be implicated in somatosensory cortical development^38^ and in the postnatal cortex, *Rorβ* expression is layer-specific, with strong expression in layer IV neurons of primary cortical areas^39^. In the thalamus, *Rorβ* is expressed in dLGN, VPM and auditory medial geniculate body neurons^39^. 

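Rorb signal was higher at P4 than at P0 in the VPM of both groups on each of its 3 probe sets. On the second probe set by mean signal it reached an intensity of 565 ± 161 (SD, n = 3) in control and 685 ± 63.5 (SD, n = 3) in embBE at P4. The log2 change from P0 was 1.27 in control (SE 0.17; limma, adjusted p = 0.00344) and 0.67 in embBE (SE 0.17; adjusted p = 0.0736), fold changes of 2.41 and 1.59. On the main probe set P4 intensities were 466 ± 92.8 and 610 ± 143 (SD, n = 3 each), with log2 changes from P0 of 0.47 (adjusted p = 0.212) and 0.41 (adjusted p = 0.319). On the dimmest probe set they were 173 ± 25.4 and 196 ± 16.0, with changes of 0.42 (adjusted p = 0.0856) and 0.43 (adjusted p = 0.0971). With 1 array left out at a time, the control change on the main probe set passed the study's threshold without array 35_1 at P0 (0.61) or 36_3 at P4 (0.65), and the embBE change without array 40_3 at P4 (0.62). The control arrays had low Xist signal at P0 (0 of 3 high) and high Xist signal at P4 (3 of 3), so age and sex changed together in control. With Xist level as a covariate, a fit chosen after the data were seen, the control change on the main probe set was 0.65 (SE 0.27). In embBE 1 array at each age had low Xist signal, and on the second probe set its log2 signal was 8.78 at P0 (the others 8.79 and 8.67) and 9.53 at P4 (9.26 and 9.45).
At P4 the embBE VPM differed from control by 0.31 on the second probe set, 0.38 on the main and 0.18 on the dimmest (2-sided exact permutation p = 0.3, 0.3 and 0.4). The effect at P4 minus that at P0 was −0.60 on the second probe set (SE 0.25; an unadjusted p of 0.0310, adjusted p = 1), −0.06 on the main and 0.00 on the dimmest.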

Between P0 and P4, *Rorβ* expression was enhanced in the VPM of control (2.4-fold) and embBE (1.6-fold) mice (Fig. 5c). *In situ* hybridization at P0 and P4 confirmed the upregulation of *Rorβ* expression in the VPM nucleus of embBE mice, mainly in its most dorsal lateral portion, the region where barreloids develop (Fig. 5d). The expression of cholecistokinine (*Cck*), a gene enriched in the VPM^40^, was unaffected in the VPM of the embBE mouse at P0 (Supplementary Fig. 8a). The expression of *Rorβ* in other principal thalamic nuclei, as the MGv, did not change in the embBE mouse (Supplementary Fig. 8b). Thus, the increase of *Rorβ* expression in the somatosensory thalamic neurons predates the enlargement of the PMBSF in embBE mice.

We next tested whether spontaneous activity might regulate *Rorβ* expression in VPM, as it is shown to modulate changes in gene expression in thalamic neurons^41^. We first analysed the levels of *Rorβ* expression in VPM neurons when thalamic spontaneous activity has been artificially increased by incubation of slices with a high concentration of extracellular potassium (KCl). The increase of activity leads to a significant increase in *Rorβ* expression levels as shown by quantitative PCR (Fig. 5e) strongly suggesting an activity-dependent regulation of *Rorβ* expression. Then, we tested whether in the *MGv*^*Kir*^ mouse in which there is a prenatal increase in the frequency of Ca^2+^ waves in the VPM, without overall increase of Ca^2+^ spontaneous activity (Supplementary Fig. 5f), the *Rorβ* expression levels are also upregulated. Indeed, analysis of *Rorβ* expression in the *MGv*^*Kir*^ mouse demonstrated the upregulation of messenger RNA levels in VPM neurons both by quantitative PCR at E16.5 and by *in situ* hybridization at P0 (Fig. 5f,g). Thus, prenatal *Rorβ* expression in VPM neurons might be regulated by synchronous spontaneous thalamic activity. Moreover, we found that the expression of *Rorβ* in the MGv of the *MGv*^*Kir*^ mouse is decreased at P0 (Supplementary Fig. 8c,d), which is correlated with the decrease of A1 size. Altogether, these results indicate that *Rorβ* expression is positively regulated by correlated spontaneous activity.

### *Rorβ* enhances TCA branching and controls barrel-field size

The fact that *Rorβ* is expressed more strongly in VPM neurons after enucleation and MGv silencing, prompted us to hypothesize that thalamic *Rorβ* might be an important element in the control of the somatosensory system developmental program. To address the role of *Rorβ*, we first examined the size of the barrel-field territory in a conditional *Nestin*^*Cre/+*^*;Rorβ*^*fl/fl*^ mice at P8 (Fig. 6a), and found that in the absence of *Rorβ* the total PMBSF area was 18.1% smaller (*Nestin*^*+/+*^*;Rorβ*^*fl/fl*^: 100±3.33%, *n*=7; *Nestin*^*Cre/+*^*;Rorβ*^*fl/fl*^: 81.9±2.93%, *n*=5; Fig. 6b) compared with their control littermates. Furthermore, a 21.8% decrease in the size of individual barrels was also evident at this stage at P8 (*Nestin*^*+/+*^*;Rorβ*^*fl/fl*^: 100±3.49%, *n*=8; *Nestin*^*Cre/+*^*;Rorβ*^*fl/fl*^: 78.2%±2.19%, *n*=7; Fig. 6c). A similar reduction was observed in *Rorβ*^*−/−*^ mice at P4 (Supplementary Fig. 9).

We next examined the effect of *Rorβ* gain of function on thalamic axon growth and branching in dissociated thalamic neurons *in vitro*. *Rorβ* overexpression in thalamic neurons provoked an increase in axon complexity and neurite length (*i-Gfp*: 880.3±68.9 μm, *n*=33 neurons from three independent experiments; *Rorβ-i-Gfp*: 1,727±130.7 μm, *n*=29 neurons from three independent experiments), as compared with control neurons (Fig. 6d,e). To assess whether the size of the PMBSF area might be controlled by thalamic *Rorβ* expression, we induced *Rorβ* overexpression *in vivo* by *in utero* electroporation of VPM neurons at E11.5 (Fig. 6f and Supplementary Fig. 10). First we analysed the size of *Rorβ*-overexpressing TCA terminals defining individual barrels and found that the individual barrel size was 26.8% larger in *Rorβ*-overexpressing hemispheres as compared with *i-Gfp*-electroporated control (*i-Gfp*: 100±4.4%, *n*=4; *Rorβ-i-Gfp*: 126.8±5.4%, *n*=5; Fig. 6g). Moreover, single axon reconstructions of VPM neurons showed that overexpression of *Rorβ* leads to an increased axonal terminal length (*i-Gfp*: 453.6±53.55 μm, *n*=12; *Rorβ-i-Gfp*: 727.8±62.96 μm, *n*=11; Fig. 6h,i) and a larger axonal terminal area in S1 (*i-Gfp*: 100±14.57%, *n*=12; *Rorβ-i-Gfp*: 193±29.3%, *n*=12; Fig. 6h,i). Thus, expression of *Rorβ* in VPM neurons influences the total PMBSF area by modifying TCA branching *in vivo*.

## Discussion

Elucidating the mechanisms that control the developmental programs of the distinct sensory cortical areas is critical to understand area-specific sensory circuits and function. We report here a previously unrecognized prenatal role for the thalamus, which depends on propagation of spontaneous calcium waves among distinct sensory-modality nuclei (Fig. 7). These thalamic waves allow developing sensory nuclei to interact and coordinate input-specific gene expression, in turn influencing the size of primary cortical areas during development prior to sensory experience. In addition, modulating the frequency of these waves provides a means to induce adaptations in cortical territories, as seen by the increased barrel area size in embBE and *MGv*^*Kir*^ mice.

To define the sub-cortical mechanisms involved in the prenatal control of cortical area size, we used embBE in which the visual cortical area does not receive any input from its respective sensory modality, the eyes being removed before thalamocortical afferents reach the cortex^42^,^43^. We found that the expansion of the PMBSF area and individual barrels in the adult embBE mouse is set during the first postnatal week, before the animal experiences any sensory input. These results are in line with recent observations in rodents enucleated at birth, where changes in gene expression and in the size of cortical areas were detected postnatally^23^,^44^. The fact that the enlargement of S1 and the reduction of A1 described in the *MGv*^*Kir*^ mice are not correlated with a modification in the size of the respective thalamic nuclei supports a thalamo-cortical rather than a top-down^45^ mechanism for plasticity. However, whether a cortico-cortical mechanism might also contribute to the cross-modal experience independent phenomenon described here remains to be tested.

Our finding that thalamic waves emerge before peripheral input reaches the thalamus (see also ref. 46) indicates that they might be intrinsically generated in this structure. Indeed, spontaneous calcium waves persist in the absence of retinal input, although their pattern and frequency is altered if no axons from this organ are received. In sensory systems, spontaneous peripheral activity appears before the onset of natural sensory transduction and it is thought to have a key role in pattern formation^13^,^32^. Thus, it is likely that spontaneous activity generated peripherally will eventually override intrinsically generated thalamic waves, as suggested by the correlated activity of successive visual relay stations recorded at early postnatal stages^47^,^48^. It has been shown that silencing peripheral input postnatally^49^, or in adulthood^50^, does not eliminate synchronous thalamic sensory activity, suggesting that intrinsic and peripherally transmitted activity can co-exist.

Early neuronal activity can have a merely permissive role in neural circuit formation or an instructive role through specific spatiotemporal patterns of neuronal activity^51^,^52^. Our results show a correlation between the increase of the frequency of the waves in the VPM, in both embBE and the *MGv*^*Kir*^ mice, and the enlargement of the PMBSF size. This increase in wave activity is not accompanied by a change in the total activity in individual cells in the VPM, suggesting that the patterned thalamic waves are instructive for barrel field development. Moreover, the abolishment of the calcium waves specifically in the MGv triggered a decrease of the A1 area size, again without changing the overall single cell activity, and thus supporting an instructive role of the thalamic waves in the developmental program of cortical areas.

Waves of calcium activity have been recorded in thalamic astrocytes at early postnatal stages in rat^53^. However, it is unlikely that astrocytes contribute to the prenatal waves described here, as astrogenesis in the rodent brain takes place postnatally^54^. Spontaneous thalamic waves precisely delineate thalamic nuclei, suggesting that this activity may have a role in the early definition of these territories. Moreover, we found that waves propagate from one sensory-modality thalamic nucleus to another, with robust specificity, and that they engage a large proportion of the neurons in each structure. Hence, asynchronous activity generated by individual neurons and then amplified by connectivity through gap junctions, may recruit sufficient number of thalamic neurons to periodically initiate synchronous waves. The results from the *MGv*^*Kir*^ mouse seem to support this notion, given that conditional overexpression of *Kir2.1* in the MGv provokes the disappearance of thalamic waves. However, it remains to be tested whether sensory-modality thalamic nuclei might have a specific connexins expression patterns or stronger gap junction connectivity than adjacent thalamic regions, preventing the Ca^2+^ waves from surpassing their borders. Our results with TTX and Carbenoxolone that block thalamic calcium waves, suggest similar mechanisms of generation and propagation of thalamic and neocortical spontaneous synchronous activity^33^,^34^.

Selective silencing of the waves in the auditory nucleus produces changes in the frequency of thalamic waves and in the expression of *Rorβ* in the neighbouring VPM nucleus (without affecting its size), eventually provoking an enlargement of the PMBSF. Our data suggest that prenatal thalamic *Rorβ* expression is a regulator of the size of the barrel cortex representation and they show that in the VPM, *Rorβ* is upregulated embryonically in a spontaneous activity-dependent manner. Increasing the frequency of calcium waves in the VPM, either by embryonic eye enucleation or by MGv wave silencing in *MGv*^*Kir*^ mice, enhances *Rorβ* expression in the somatosensory thalamic nucleus, an event that precedes the enlargement of the PMBSF area in the S1 region. Conversely, *Rorβ* expression is downregulated in the MGv nucleus of *MGv*^*Kir*^ mice where A1 area is significantly decreased, implying a more general role of *Rorβ* in modifying cortical areas size across sensory modalities.

Our data shows that the enlargements in the S1 area size shown in the embBE and *MGv*^*Kir*^ mice are accompanied by an expansion of individual barrels, and thus they are probably caused by an increase in the complexity of the TCA branches that form the barrels. Indeed, increasing *Rorβ* levels in dissociated thalamic neurons *in vitro* or in the VPM neurons *in vivo*, lead to an increased length and complexity of TCAs. Altogether these results suggest a mechanism in which an activity-dependent regulation of *Rorβ* might control the expansion and plasticity of cortical areas by modulating TCA branching. Interestingly, an analysis of the *Rorβ* promoter identified several motifs that are putative targets for Ca^2+^ sensitive transcription factors like CREB, AP-1 and NF-κB-binding sites^41^,^55^,^56^. In addition to the effects on *Rorβ* expression, calcium waves are transmitted to the thalamocortical terminals providing a patterned form of activity that may also contribute to shape different sensory cortical territories.

In conclusion, our results highlight how spontaneous activity-dependent mechanisms have a prominent role in the early stages of development^41^,^57^. We show that highly synchronized spontaneous activity in the form of Ca^2+^ waves provides a means of communication among distinct sensory systems that regulates gene expression programs and that drives cross-modal adaptation of cortical sensory area size. Moreover, such a network of communication establishes the thalamus as an important sub-cortical hub of coordination between prenatal sensory systems. This information provides novel clues to understand the compensatory cortical expansion and increased capabilities observed in congenitally blind and deaf humans^58^,^59^,^60^.

## Methods

### Mouse strains

Wild-type mice maintained on a C57BL/6 background were used for the microarray expression profiling, whereas wild-type mice maintained on an ICR/CD-1 background were used for the *in vivo* experiments, tracing studies, Ca^2+^ imaging, organotypic and primary neuronal cultures. The day on which the vaginal plug was detected was designated as E0.5. The *R26*^*tdTomato*^ Cre-dependent mouse line^61^ was obtained from Jackson Laboratories (Stock number 007908). The *R26*^*GCaMP6f*^ Cre-dependent mouse line was obtained from Jackson Laboratories (Stock number 024105). TCA-GFP Tg line has been described previously^27^. The *R26*^*Kir2.1-mCherry*^ mouse line was generated by inserting a *CAG-lox-STOP-lox-Kir2.1-mCherry-WPRE-pA* cassette into the *Rosa26* gene locus as described below. Each of the *R26* reporter mice carry a *Rosa26* locus with a floxed STOP cassette that prevents the expression of the gene indicated. The reporter mice were crossed with an inducible thalamic-specific *Gbx2*^*CreER*^ line^62^ in order to generate *Gbx2*^*CreER/+*^*;R26*^*X/+*^ double mutant embryos. The *Gbx2*^*CreER*^ line expresses *CreER(T2)-ires-eGfp* under the control of the Gbx2 promoter. Tamoxifen induction of Cre recombination in the double mutant embryos was performed by gavage administration of tamoxifen (5–7 mg dissolved in corn oil, Sigma) at E14.5 to specifically target the MGv thalamic nucleus or at E10.5 to label all principal thalamic nuclei. The *R26*^*tdTomato*^ were crossed with the retinal ganglion cell specific *Brn3b*^*Cre*^ line (courtesy of Dr. Vann Bennett) in order to generate *Brn3b*^*Cre/+*^;*R26*^*tdTomato/+*^ double mutant embryos. The *Rorβ*^−/−^ mouse has been described previously^63^. The *Rorβ*^*fl*^ mice were crossed to a *Nestin*^*Cre*^ line previously described^64^ (courtesy of Angel Barco; Jackson 003771) to conditional delete *Rorβ* from all neurons. All the transgenic animals used in this study were maintained on an ICR/CD-1 or C57BL/6 genetic background and all the animals were genotyped by PCR. The Committee on Animal Research at the University Miguel Hernández approved all the animal procedures, which were carried out in compliance with Spanish and European Union regulations.

### Generation of the *R26* ^*Kir2.1-mCherry*^ mouse line

The human *Kir2.1* gene was fused to *mCherry* by removing the stop codon and inserting mCherry in frame with a NotI linker using TOPO (Invitrogen) and conventional cloning. The resulting *Kir2.1-mCherry* fusion gene was then introduced into a *Rosa26-CAG-lox-STOP-lox* targeting construct (Ai27, a gift from Hongkui Zeng, Addgene plasmid #34630 (refs 61, 65), replacing the existing insert by conventional cloning. The resulting targeting construct was electroporated into E14 ES (129Sv Ola) cells and colonies with successful insertion were aggregated with morula-stage embryos obtained from inbred (C57BL/6 × DBA/2) F1 mice to generate chimeric mice by standard procedures. Chimeric mice were bred with C57BL/6J mice to obtain germline transmission to F1 mice. These mice were then screened for reporter expression by crossing with a Cre mouse. Two animals were selected from the same ES clone that successfully passed the construct through the germline and that displayed the expected Cre-activated expression. In the studies presented here, this line was outbred onto an ICR background to strengthen its resistance to tamoxifen treatments, as described above.

### Histology

For *in situ* hybridization and immunohistochemistry at postnatal stages, mice were perfused with 4% paraformaldehyde (PFA) in PBS (0.01 M), and their brains were removed and post-fixed in the same fixative overnight. For immunohistochemistry of the embryonic tissue, the brains were dissected out and fixed immediately in 4% PFA overnight. Cytochrome oxidase staining was performed to label the somatosensory pathway. Cortical hemispheres were cryoprotected with sucrose and cut tangentially at 80–100 μm with a cryotome (MICRON). Sections were incubated overnight at 37 °C in a cytochrome oxidase solution (0.03% cytochrome c (Sigma), 0.05% 3.3′-diaminobenzidine (Sigma) and 4% sucrose in 0.01 M PBS). Immunohistochemistry was performed on vibratome or cryotome brain sections that were first incubated for 1 h at room temperature in a blocking solution containing 1% BSA (Sigma) and 0.3% Triton X-100 (Sigma) in PBS 0.01M. Subsequently, the sections were incubated overnight at 4 °C with the primary antibodies: rabbit anti-vGlut2 (1:500, Synaptic Systems, #135402), chicken anti-GFP (1:3,000; Aves Labs, #GFP-1020) and rat anti-RFP (1:1,000 Chromotek, #5F8). The sections were then rinsed three times in PBS 0.01 M and incubated for 2 h at room temperature with secondary antibodies: Alexa546 donkey anti-rabbit (1:500, ThermoFisher, #A10040), Alexa488 goat anti-chicken (1:500, ThermoFisher, #A11039), Alexa594 donkey anti-rat (1:500, ThermoFisher, #A21209), Alexa488 donkey anti-rabbit (1:500, ThermoFisher, #A21206). Finally, the sections were counterstained with the fluorescent nuclear dye Dapi (Sigma-Aldrich).

*In situ* hybridization was performed on 60–100 μm vibratome sections using digoxigenin-labelled antisense probe for *Rorβ, Crabp2* and *Cck.* Hybridization was carried out overnight at 65 °C, and after hybridization the sections were washed and incubated overnight at 4 °C with an alkaline phosphatase-conjugated anti-digoxigenin antibody (1/2500-1/4000, Roche). To visualize the RNA-probe binding, colorimetric reaction was performed for 1-2 days at room temperature in a solution containing NBT (nitro-blue tetrazolium chloride, Roche) and BCIP (5-bromo-4-chloro-3′-indoly phosphate p-toluidine salt, Roche). After development, the sections were washed and mounted in Glycerol Jelly (Merck Millipore).

### Dye tracing studies

For axonal tracing at postnatal stages, animals were perfused with 4% PFA in PBS 0.01 M, and their brain was dissected out and post-fixed overnight in the same fixative. Small DiI (1,1′-dioctadecyl 3,3,3′,3′-tetramethylindocarbocyanine perchlorate; Invitrogen) or DiA (4-[4-(dihexadecylamino) styryl]-*N*-methylpyridinium iodide) crystals were inserted into the distinct primary cortical areas, thalamus, eyes or eye cavities, the trigeminal nucleus and the inferior colliculus. The dyes were allowed to diffuse at 37 °C in PFA solution for 1–4 weeks. Vibratome sections (60–100 μm) were then counterstained with the fluorescent nuclear dye Dapi (Sigma-Aldrich).

### *In utero* electroporation and *in utero* enucleation

For *in utero* electroporation, pregnant females (E11.5) were deeply anaesthetized with isoflurane to perform laparotomies. The embryos were exposed and the third ventricles of the embryonic brains were visualized through the uterus with an optic fibre light source. The full-length *Rorβ* (a generous gift from Jeffrey Macklis) or a backbone construct were concentrated to 1.5 μg μl^−1^ and mixed together with a plasmid encoding *Gfp* at 0.9 μg μl^−1^ and 1% Fast Green (Sigma). The plasmids were injected into the third cerebral ventricle of each embryo with an injector (Nanoliter 2010, WPI). For electroporation, the negative and positive palettes were placed near the head of the embryo, and 5 square electric pulses of 45 V and 50 ms were delivered through the uterus at 950 ms intervals using a square pulse electroporator (CUY21 Edit: NepaGene Co., Japan). The surgical incision was then closed and embryos were allowed to develop until either E18.5 or P6. To analyse the brain at E18.5 it was removed and fixed directly in 4% PFA, whereas P6 mice were first perfused with 4% PFA and then processed for further analysis.

For *in utero* enucleation, the same surgical procedure was carried out on pregnant females at E14.5 but once the uterus was exposed, both eyes were cauterized in half of the embryos of each litter. The surgical incision was closed and embryos were allowed to develop until postnatal stages.

### Postnatal whisker trimming

To perform postnatal whisker trimming in enucleated and control mice, all the whiskers were cut to the level of the guard hairs on both sides of the face daily from P0 to P4. Pups were perfused with 4% PFA, and their brain was dissected out and post-fixed overnight in the same fixative.

### Measurement of brain areas and data analysis

ImageJ software was used to measure the size of the thalamic nuclei, the individual barrels and the PMBSF areas. For PMBSF and individual barrel areas data was normalized. In the case of the individual barrels, each barrel area from a given experimental condition was normalized to the corresponding barrel mean area in the control, which was considered as 1. To ensure consistent analysis, we choose rows B1-3, C1-3, D1-4 and E1-4 for mice analysed at P4, while B1-4, C1-5, D1-5 and E1-5 were chosen to analyse older mice. These barrels were constantly present in the slices obtained after processing the brains. For the quantification of the individual barrel area in the *in utero Rorβ* electroporations, brains with target electroporation in the VPM nucleus were selected. The electroporated side was coronally cut for the thalamus and tangentially cut for analysing the cortex. A TCA-GFP mouse was used to measure the size of the primary cortical areas and the area and volume of the distinct thalamic nuclei. In order to quantify the size of cortical areas, TCA-GFP (control, embBE and *MGv*^*Kir*^) mice were perfused and directly process to obtain images under the stereo fluorescent microscope (Leica MZ10 F). Coronal serial slices of 80–100 μm were obtained from TCA-GFP brains and distinct thalamic nuclei were immunolabel with Gfp and Vglut2 in order to better detect the structures. Neurolucida explorer from MBF Bioscience was used to quantify the volume of dLGN, VPM and MGv thalamic nuclei.

### Organotypic thalamic cultures

To analyse *Rorβ* expression after KCl treatment *ex vivo*, pregnant mice were killed and their embryos were recovered at E16.5. Organotypic slice cultures of embryonic thalamus were prepared as previously described^66^. Thalamic coronal slices were place for 5 h at 37 °C with 5% CO_2_ in maintenance medium (Glutamax 1 × , 45% glucose solution 50 mM, penicillin/streptomycin 100 U per microlitre, 2% B27 and 95% Neurobasal). For the experimental condition 20 mM of KCl was added. After incubation, and in order to perform RNA extraction and quantitative PCR, VPM nuclei were dissected out and collected in pulls of three embryos.

### Microdissection of thalamic nuclei

To collect tissue from the VPM nucleus at neonatal stages, animals were killed and their brain was dissected out in RNase-free conditions to prevent RNA degradation. Vibratome sections (200 μm) were obtained and collected in ice-cold oxygenated aCSF (117 mM NaCl, 4.7 mM KCl, 1.2 mM MgCl_2_, 2.5 mM CaCl_2_, 1.2 mM NaH_2_PO_4_, 25 mM NaHCO_3_ and 0.45% D-glucose), and the thalamic nucleus was rapidly microdissected under a microscope. The tissue was maintained overnight at 4 °C in RNA-Later (Sigma) and stored at −80°C for subsequent RNA extraction.

### Affymetrix microarray

For microarray hybridization, RNA was extracted from the tissue collected using the RNeasy Mini Kit (Qiagen), including a DNaseI step. Complimentary RNAs (two rounds of amplification) were hybridized to Affymetrix GeneChip Mouse Genome arrays 430 v2, and the signal intensities were analysed using Partek Genomics suites (Partek, St Louis, MI, USA) and Matlab (The MathWorks Inc, Natick, MA, USA). The data were normalized using RMA and changes in gene expression>1.5-fold with a *P* value<0.05 were considered to reflect a significant difference in expression.

### Purification of total RNA and quantitative real-time PCR

VPM thalamic nucleus was dissected from coronal slices of 300 μm at E16.5. The total RNA was isolated using the kit NucleoSpin RNA (Macherey-Nagel, Düren, Germany), washed with the recommended buffers and eluted with RNase-free water by centrifugation. Quantification was done by optical density using a Nanodrop 2000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and the purity was evaluated by measuring the ratio of optical density at 260 and 280 nm. Complementary DNA (cDNA) was obtained from 1 μg of total RNA using the specific protocol for First-Strand cDNA synthesis in two-step reverse transcription–PCR (Thermo Scientific Random hexamer #SO142, RevertAid Reverse Transcriptase #EP0441, RiboLock RNase Inhibitor #EO0381, dNTP Mix #R0191) and stored at −20 °C. Quantitative PCR was performed in a StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) using the MicroAmp fast 96-well reaction plate (Applied Biosystems) and the Power SYBR Green PCR Master Mix (Applied Biosystems). The target *Rorβ* gene expression (Gene ID: 225998) was determined by the primers 5′-TTGTGGCGATAAATCCTCCG-3′ and 5′-TGCTGGCTCCTCCTGAAGAAT-3′. As a control we have used a housekeeping gene *Gapdh*, (Gene ID: 14433) determined by the primers 5′-CGGTGCTGAGTATGTCGTGGAGT-3′ and 5′-CGTGGTTCACACCCATCACAAA-3′. A master mix was prepared for each primer set containing the appropriate volume of SYBR Green, primers and template cDNA. All reactions were performed in duplicate as follows: 95 °C for 30 s and 45 cycles at 95 °C for 5 s and 60 °C for 35 s. The amplification efficiency for each primer pair and the cycle threshold (Ct) were determined automatically by the StepOne Software, v2.2.2 (Applied Biosystems). *Rorβ* transcript level was represented relative to the *Gapdh* signal adjusting for the variability in cDNA library preparation.

### Primary thalamic cell culture and transfection

To establish primary thalamic neuron cultures, pregnant mice were killed and their embryos were recovered at E14.5. The thalamus was dissected, collected in Krebs solution, trypsinized and then dissociated with a fire-polished Pasteur pipette. In all, 200,000–300,000 cells per well were finally plated with plating medium (sodium pyruvate 1 mM, Glutamax 1 × , 45% glucose solution 50 mM, penicillin/streptomycin 100 U per microlitre, 10% FBS, and 86% MEM). Thalamic neurons were transfected using Amaxa Basic Nucleofector Kit (VPI-1003) with 1 μg of the full-length *Rorβ* construct together with 1 μg of a plasmid encoding *Gfp*. Controls were transfected with 1 μg of a backbone construct together with 1 μg of *Gfp.* After transfection, cultures were placed for 10 days in maintenance medium (Glutamax 1 × , 45% glucose solution 50 mM, penicillin/streptomycin 100 U per microlitre, 2% B27 and 95% neurobasal) at 37 °C with 5% CO_2_. Maintenance medium was carefully replaced every 2 days.

### Quantification of axonal branches and axonal length

ImageJ software (NeuronJ plugin) was used to analyse axon branching *in vitro*. Random fields were selected from three independent experiments. Axonal branches from neurons transfected with *i-Gfp* or *Rorβ-i-Gfp* were measured. Branches order criteria was determined by following the number of neurite bifurcations from the cell body. Total neurite length was determined by summing the lengths of all neurites for each neuron. For single axon reconstructions of VPM electroporated neurons *in vivo*, coronal sections of 60 μm were cut in a vibratome and single terminals of somatosensory TCAs were reconstructed in an individual barrel from the PMBSF using Neurolucida explorer from MBF Bioscience. The area occupied by the TCA terminals was measured by outlining the tips of each afferent with the ImageJ software.

### Calcium imaging in thalamocortical slices

Pregnant adult mice were killed by decapitation after administering isofluorane, and their embryos were rapidly extracted and decapitated. Postnatal (P0-P3) and embryonic (E13.5-E18.5) mouse brains were immediately dissected out and kept in an ice-cold gassed slicing solution (95% O_2_ and 5% CO_2_) containing (in mM): 2.5 KCl, 7 Mg SO_4_, 0.5 CaCl_2_, 1 NaH_2_PO_4_, 26 Na_2_HCO_3_, 11 glucose and 228 sucrose. Oblique vibratome slices (300–350 μm thick: VT1200 Leica Microsystems Germany) were obtained along two axes: (1) 45±2° to preserve the somatosensory (VB) and visual (dLGN) thalamocortical nuclei and their connectivity; and (2) −45±2° to preserve the auditory (MGv) and somatosensory (VB) thalamic nuclei. During the recovery period, the slices were placed at room temperature in standard aCSF (119 NaCl, 5 KCl, 1.3 Mg SO_4_, 2.4 CaCl_2_, 1 NaH2PO4, 26 Na_2_HCO_3_, 11 glucose) saturated by gassing with 95% O_2_ and 5% CO_2_.

For dye loading, the slices were incubated for 30–45 min in 2 ml of gassed aCSF (35–37 °C) with 10 μl Cal520 AM (AAT Bioquest) calcium dye (1 mM in DMSO+20% pluronic acid). The loaded slices were left for 1 h at room temperature in gassed aCSF. The slices from *Gbx2*^*CreER/+*^*;R26*^*GCaMP6-EGFP/+*^ mice did not require incubation. Then, the slices were placed in a recording chamber of an upright Leica DM LFSA stage perfused (3.7 ml per minute) with warmed (32 °C) and gassed aCSF. Time lapse recording of Ca^2+^ dynamics was obtained through water immersion objectives (L 10 × /0.30 N.A. Leica, L 20x/0.50 Leica) or dry objectives (HCX PL FLUOTAR 5 × /0.15 Leica, PL FLUOTAR 2.5 × /0.07) after exciting the slices at 492 nm with a mercury arc lamp. We acquired images with a digital CCD camera (Hamamatsu ORCA R2 C10600 10B), using an interframe interval of 250 ms and an exposure time of 200 ms. The length of each time lapse recording was 3,000 frames.

Pharmacological experiments were performed adding drugs in the warmed (32 °C), gassed (95% O_2_ and 5% CO_2_) and perfused (3.7 ml per minute) aCSF in the recording chamber. Carbenoxolone (Carbenoxolone disodium salt, Sigma) was applied at a concentration of 50 μM. Tetrodoxin (Abcam) was prepared at a concentration of 1 μM and mefloquine (Mefloquine Hydrochloride, Sigma-Aldrich) at 25 μM. High potassium concentration was applied by adding KCl to the aCSF (containing 5 mM of KCl) to reach 9, 10 and 12 mM concentrations. Recordings were performed 5 min after the start of drug application.

### Data analysis of calcium imaging

Data were exported from Leica MM Fluor 1.6.0 acquisition software as 3,000 frame-long time-lapse sequences of TIFF format images and analysed in ImageJ and Matlab. Fluorescence traces of individual cells (recorded with L 20 × /0.50 objective) were analysed with custom developed routines in Matlab^67^ and the calcium events were identified using asymmetric least square baselines and Schmitt trigger thresholds. We used 5% of the baseline noise as the upper threshold and 2% as the lower threshold. Onset and offset identification allowed raster plots to be generated and the extent of network correlation to be estimated. We define ‘co-active' as meaning those onset transients occurring simultaneously within±1 frame time window (500 ms). The *correlation test* identified incidences where a significant fraction of the network's cells were active synchronously. The minimal size of these groups for each recording session was defined by the corresponding simulated random sets. For each of the 1,000 random data sets, we counted the number of co-active cells within each time-window and this defined a distribution of the expected counts of co-active cells due to random activity. The threshold for significant group co-activation was set as the 95th percentile of this distribution. Temporal colour-coding was performed using freely available Temporal-Colour Coder ImageJ plugin.

### Statistics

Statistical analysis was carried out in GraphPad Prism6 and Matlab. Data are presented as mean and s.e.m. Statistical comparison between groups was performed using unpaired two-tailed Student's *t*-test or Mann-Whitney *U*-Test non-parametric two-tailed test when data failed a Kolmogorov-Smirnov or a Shapiro Wilk normality tests. For the whisker trimming experiments, a Two-way ANOVA test with Tukey *post hoc* analysis was used when interaction was not significant. For the drug application experiments Wilcoxon matched-pairs signed rank test was used. Simple effect analysis was performed when interaction was significant. *P* values<0.05 were considered statistically significant and set as follows *P<0.05; **P<0.01 and ***P<0.001. No statistical methods were used to predetermine the sample size, but our sample sizes are considered adequate for the experiments and consistent with the literature. The mice were not randomized. The investigators were blinded to sample identity except in the calcium activity experiments.

### Data availability

Microarray data has been deposited in the NCBI GEO database as GEO GSE76767.

## Additional information

**How to cite this article:** Moreno-Juan, V. *et al*. Prenatal thalamic waves regulate cortical area size prior to sensory processing. *Nat. Commun.* **8,** 14172 doi: 10.1038/ncomms14172 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures.

Supplementary Movie 1 Supplementary Movie 1. Pseudo color movie showing the dynamics of Cal520^TM^ dye fluorescence change during Ca^2+^ wave propagation from dLGN to VPM nucleus in an acute slice from an E16.5 control embryo (7s real time time-lapse, 250ms interframe interval).

Supplementary Movie 2 Pseudo color movie showing the dynamics of Cal520^TM^ dye fluorescence change during Ca^2+^ wave propagation from VPM to dLGN nucleus in an acute slice from an E16.5 control embryo (7s real time time-lapse, 250ms interframe interval).

Supplementary Movie 3 Pseudo color movie showing the dynamics of Cal520^TM^ dye fluorescence change during Ca^2+^ wave propagation from VPM to MGv nucleus in an acute slice from an E16.5 control embryo (7s real time time-lapse, 250ms interframe interval).

Supplementary Movie 4 Gray scale movie showing the dynamics of GCaMP6f indicator change during Ca^2+^ wave propagation from VPM /dLGN nuclei to the cortex in an acute slice from an E16.5 *Gbx2^CreER/+^*;*R26^GCaMP6-EGFP/+^* embryo (11s real time time-lapse, 250ms interframe interval).

Supplementary Movie 5 Pseudo color movie showing the dynamics of Cal520^TM^ dye fluorescence change during Ca^2+^ waves propagation from VPM to dLGN nucleus, as well as those restricted in the VPM only, in an acute slice from a *MGv*^Kir^ E16.5 embryo (accelerated time-lapse representing 2min real time recording, 250ms interframe interval).

Supplementary Movie 6 Pseudo color movie showing the dynamics of Cal520^TM^ dye fluorescence change during Ca^2+^ waves propagation from VPM to dLGN nucleus in an acute slice from an embBE E17 embryo (accelerated time-lapse representing 2min real time recording, 250ms interframe interval).

Peer Review File

## Figures and Tables

**Figure 1:**
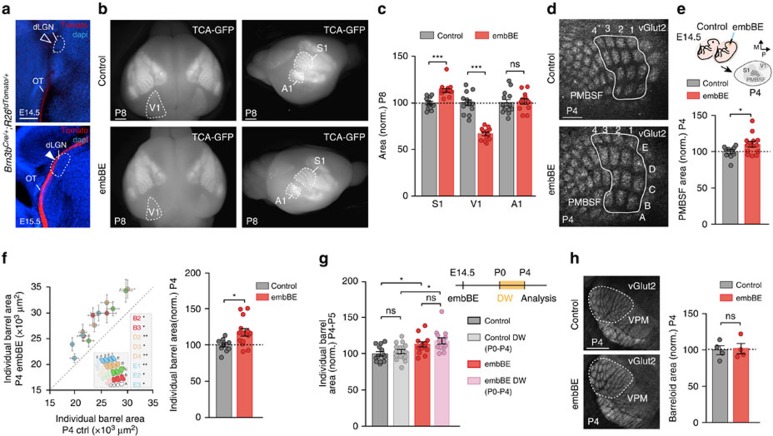
Embryonic eye removal triggers experience-independent cross-modal changes in S1 somatosensory cortex. (**a**) *Brn3b*^*Cre/+*^*;R26*^*tdTomato*^ mouse shows the absence of retinal axons in the dLGN at E14.5 and their presence at E15.5. (**b**) Labelling of principal sensory cortical areas at P8 in a control TCA-GFP transgenic mouse or in a TCA-GFP mouse in which bilateral enucleation has been performed embryonically. (**c**) Quantification of the areas of S1, V1 and A1 shown in **b** (***P<0.001 for S1 and V1; not significant (ns): *P*=0.76 for A1; Two-tailed Student's *t*-test). (**d**) vGlut2-immunostaining in the posteromedial barrel subfield (PMBSF) of S1 in control (*n*=10) and embBE (*n*=14) mice at P4. (**e**) Experimental design and quantification of the total PMBSF area shown in **d** (*P=0.03; Two-tailed Student's *t*-test). The expansion of the PMBSF in the embBE was proportional along the medio-lateral axis (630.30±39.04 pixels in control and 670.71±38.79 pixels in embBE) and the anterio-posterior axis (326.60±18.66 in control and 337.93±26.35 in embBE mice. (**f**) Plot of the area of each individual barrel (left) and quantification of the mean individual barrel area (right) in control and embBE brains at P4 (*P=0.011; Two-tailed Student's *t*-test). Inset describes the barrels that are significantly expanded in the embBE mice compared with controls. (**g**) Design of the experiment and quantification of the individual barrel area of control (*n*=13), control dewhiskered (*n*=16), embBE (*n* =12) and embBE dewhiskered (*n*=13) mice at P4 (*P<0.05; ns, not significant; Two-way ANOVA test with Tukey's *post hoc* analysis). Interaction between dewhiskering and embBE was not significant (*P*=0.77). (**h**) vGlut2-immunostaining in the VPM nucleus of the thalamus in control and embBE mice at P4, quantification of the total barreloid area (control 100±6.23%, *n*=4; embBE: 102.1±7.11%, *n*=4; *P*>0.99; Mann–Whitney *U*-test). Graphs represent mean±s.e.m. Scale bars, 1 mm in **b** and 300 μm in **a**,**d**,**h**.

**Figure 2:**
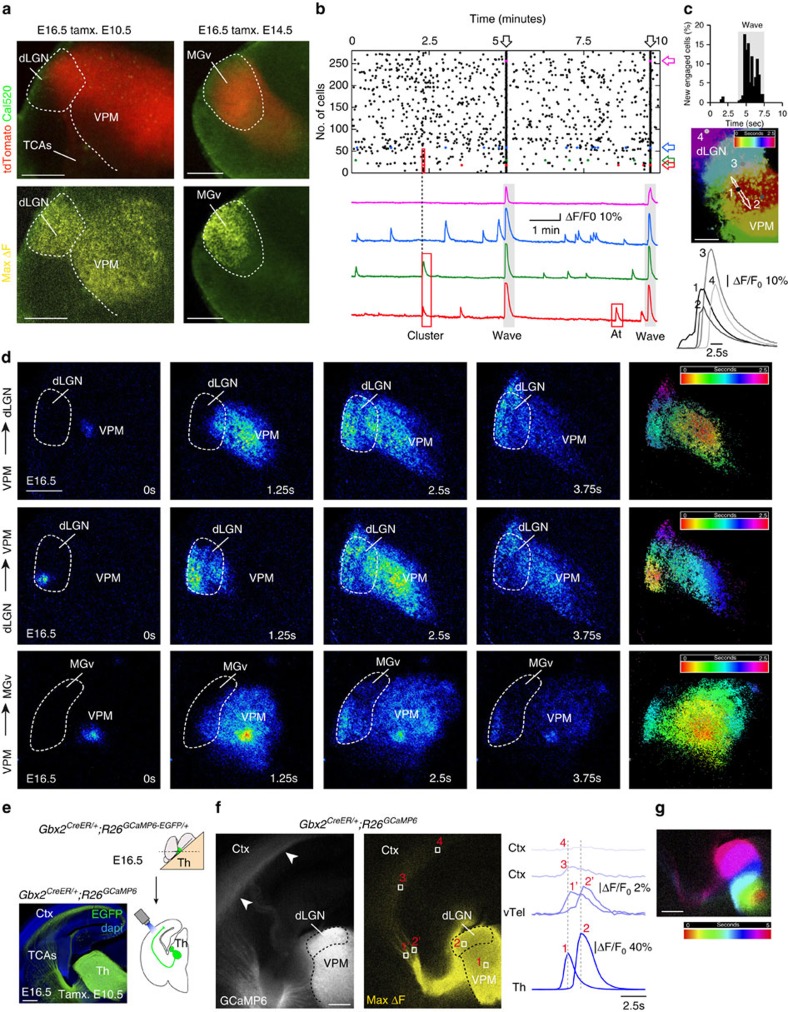
Thalamic spontaneous waves drive the communication between distinct thalamic nuclei. (**a**) Fluorescence images of E16.5 *Gbx2*^*CreER/+*^*;R26*^*tdTomato*^ 45 degrees thalamocortical acute slices loaded with the calcium indicator Cal520. Areas corresponding to the dLGN, VPM and MGv nuclei express tomato in function of the time of tamoxifen administration (upper panels). Maximum projection of Ca^2+^ waves (yellow) covering the three principal thalamic nuclei (lower panels). (**b**) Raster plot of the activity recorded in more than 250 individual cells in the dLGN-VPM during 10 min. The arrows label synchronous Ca^2+^ transients corresponding to Ca^2+^ waves. The lower panel shows examples of Ca^2+^ activity traces in four individual thalamic neurons (indicated by colour arrows in the raster plot) illustrating the three patterns of Ca^2+^ transients: asynchronous scattered, synchronous clusters and waves. (**c**) Cell-by-cell wave propagation. Upper panel: Percentage of neurons (over both dLGN and VPM nuclei) that are activated at every time point during wave propagation. Middle panel: Temporal spread of a wave front (colour coded). Lower panel: Examples of Ca^2+^ transients in four cells during a wave indicated in the middle panel (cell 1 initiated the wave). (**d**) Propagation of thalamic waves at E16.5 in acute slices: from the VPM into the dLGN (upper panels); from the dLGN into the VPM (middle panels); and from the VPM into the MGv nuclei (lower panels). The calcium signal intensity is coded in pseudocolour. Right panels for each wave show the temporal colour coded spread of the wave front from its origin (red zone) up to the borders of the nuclei. (**e**) Expression of GCaMP6-EGFP in embryonic acute thalamocortical slice from *Gbx2*^*CreER/+*^*;R26*^*GCaMP6-EGFP/+*^ mice with tamoxifen administrated at E10.5. (**f**) Acute slice showing GCaMP6 in the thalamocortical projections at E16.5 (left). Maximum projection of a Ca^2+^ wave from the same slice (right, yellow) showing the propagation of the thalamic waves to the cortex. Traces showing the progression of a wave from VPM (1) to dLGN (2) that propagated along the TCAs (1′ and 2′) up to distinct medio-lateral cortical territories (3 and 4). (**g**) Temporal colour-coded spread of the wave shown in **f**. Scale bars, 200 μm in **a**, 100 μm in **c** and 200 μm in **d**–**g**.

**Figure 3:**
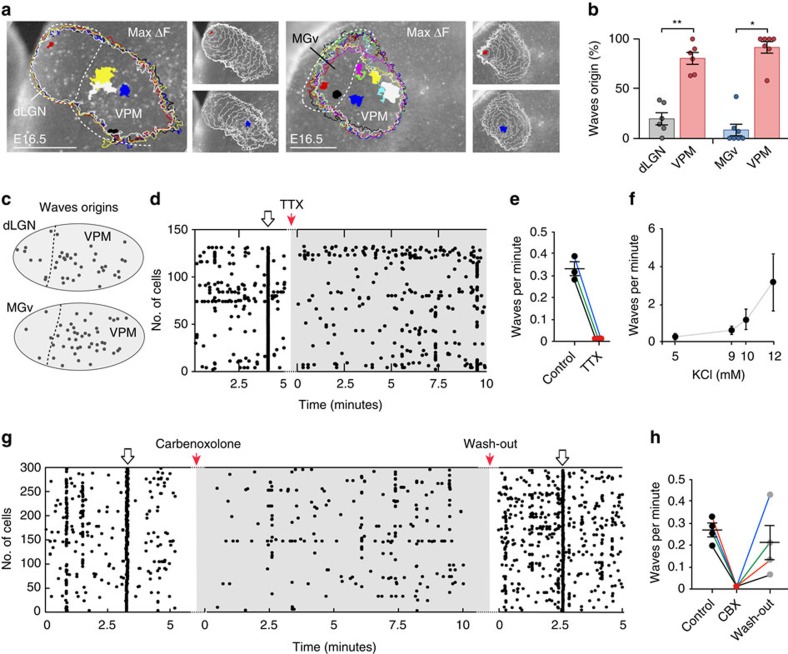
Origin and propagation properties of thalamic waves. (**a**) Site of origin (colour-coded filled contours) and corresponding maximum spread (colour outlines) of five successive waves originated in the dLGN–VPM and eight waves in the MGv–VPM nuclei. The area covered by the waves in the dLGN–VPM example was 149.728 μm^2^±5.873 μm^2^ and in the MGv–VPM example was 188.715 μm^2^±16.722 μm^2^. Insets represent examples of the propagation of wave 1 (red) and wave 2 (blue) for each pair. The white contours show the pattern of spread of the wave front measured at 250 ms intervals. (**b**) Quantification of the percentage of waves depending on the origin at E16.5. The vast majority of waves are originated in the VPM (**P=0.004; Paired *t*-test; *P=0.016; Wilcoxon matched-pairs signed rank test). (**c**) Schemas representing the stochastic nature of the thalamic waves origins for each pair of nuclei (dLGN–VPM; *n*=40 sites in five independent experiments; MGv–VPM, *n*=67 sites in five independent experiments). (**d**) Effect of bath application of the voltage-dependent sodium channels blocker tetrodoxin (TTX, 1 μM) on the Ca^2+^ activity. TTX completely abolished the thalamic waves without substantially affecting the asynchronous activity or the clusters. (**e**) Quantification of Ca^2+^ dLGN–VPM waves frequency before and during TTX administration. (**f**) Dose-dependent response in waves per minute, after increasing the extracellular potassium concentration from 5 mM (control) to 12 mM. (**g**) Effect of bath application of the gap junction blocker carbenoxolone (50 μM) on the Ca^2+^ activity. The most noticeable effect is the reversible abolition of the synchronous waves. (**h**) Quantification of Ca^2+^ dLGN–VPM waves frequency before, during and after carbenoxolone administration. Graphs represent mean±s.e.m. Scale bars, 250 μm.

**Figure 4:**
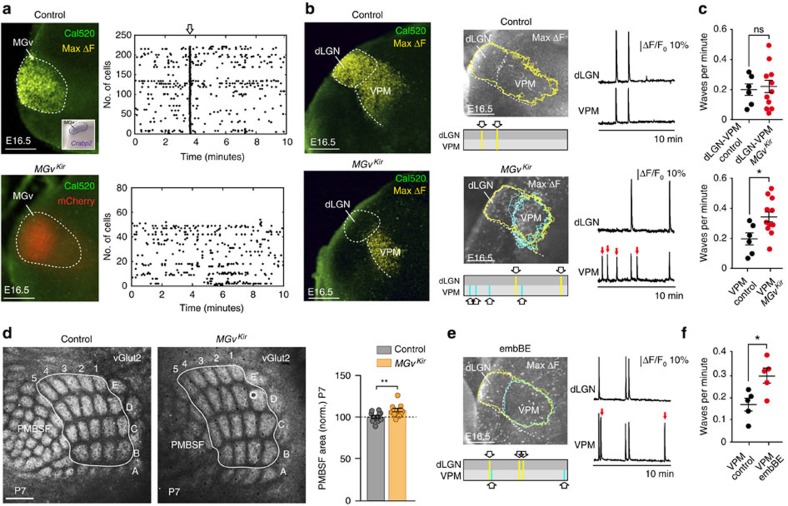
Blocking the waves in the auditory nucleus alters the pattern of wave activity in the VPM and triggers an enlargement of the barrel-field in S1. (**a**) Maximum projection of a Ca^2+^ wave (yellow) at the level of the MGv in an E16.5 control (upper panel, inset *post hoc in situ* hybridization of the auditory thalamic marker *Crabp2*) and in a *MGv*^*Kir*^ (lower panel) littermate. No waves are observed in the territory were Kir2.1 is overexpressed (mCherry). Raster plot of individual cells activity recorded during 10 min in the MGv of control (upper panel) and *MGv*^*Kir*^ (lower panel) mice. The Ca^2+^ transient labelled by the open arrow in the control reflects a Ca^2+^ wave. (**b**) Maximum projections of Ca^2+^ waves (yellow) propagating between the dLGN and VPM in an E16.5 control mouse (upper panels) and in a *MGv*^*Kir*^ littermate (lower panels). Additional waves (red arrows) remain restricted to the VPM in the *MGv*^*Kir*^ mouse (blue contours). (**c**) Upper panel shows the quantification of Ca^2+^ waves that propagate between dLGN–VPM in the control (*n*=6) and *MGv*^*Kir*^ (*n*=11) mice showing no significant change (dLGN–VPM: 0.20±0.04 waves per minute control; 0.21±0.04 waves per minute *MGv*^*Kir*^, *P*=0.84). Lower panel shows the significant increase of *de novo* waves in the VPM in the *MGv*^*Kir*^ mouse (VPM: 0.20±0.04 waves per minute control; 0.34±0.04 waves per minute *MGv*^*Kir*^, *P=0.028; Two-tailed Student's *t*-test). (**d**) vGlut2-immunostaining in tangential sections of the PMBSF in the S1 of P7 control (*n*=11) and *MGv*^*Kir*^ mice (*n*=12). Quantification of the PMBSF area in P7 *MGv*^*Kir*^ mice relative to the controls (**P=0.007; Two-tailed Student's *t*-test). (**e**) Maximum projections of Ca^2+^ waves in the embBE mouse at E17. Waves propagating between the dLGN and VPM (yellow) and *de novo* VPM waves (blue). (**f**) Quantification of the frequency of waves in the VPM in the embBE mouse (VPM: 0.16±0.03 waves per minute control; 0.29±0.03 waves per minute embBE, *P=0.019; Two-tailed Student's *t*-test). Graphs represent mean±s.e.m. Scale bars, 200 μm in **a**,**b**,**e**,**f**, and 300 μm in **d**.

**Figure 5:**
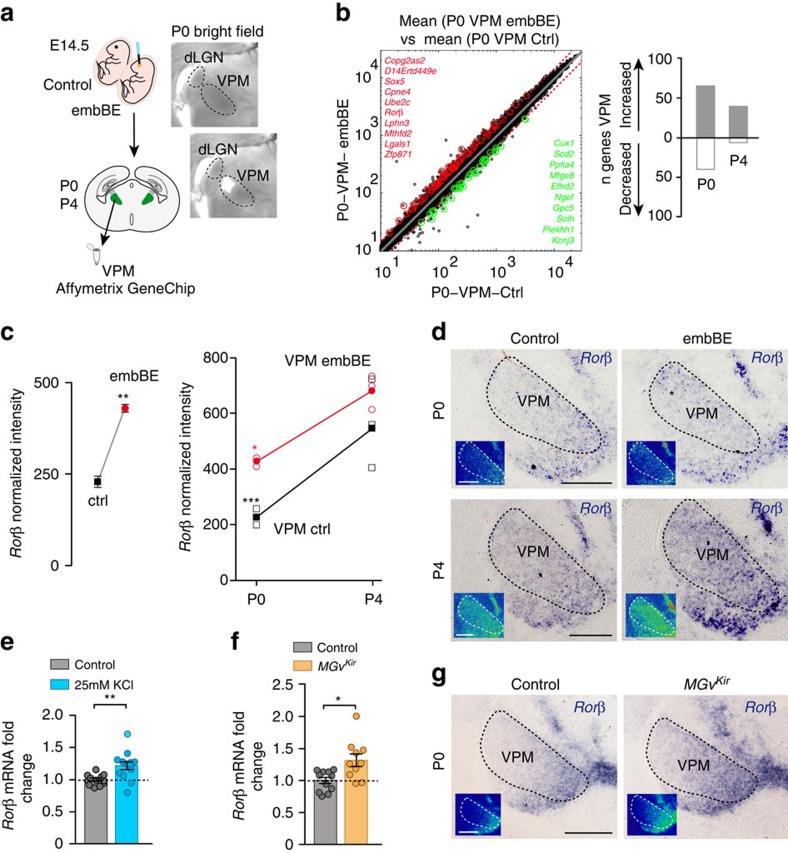
Both embBE and abolition of MGv waves induce changes in gene expression in the VPM thalamic nucleus. (**a**) Scheme representing the microarray experiment. VPM nuclei were collected at P0 and P4, and the RNA was extracted and processed according to the Affymetrix GeneChip protocol. Bright field image showing a coronal slice after dissection of the VPM nucleus. (**b**) Scatter-plots showing significantly upregulated or downregulated transcripts (red and green circles, respectively) with a change of ≥1.5 or ≤−1.5-fold and a *P* value of ≤0.05 at P0 and P4. In the VPM, 106 transcripts were significantly regulated at P0 and 47 at P4, with an overall tendency towards upregulation. The top ten significantly upregulated or downregulated transcripts in the VPM are listed in red or green, respectively. (**c**) The expression of the *Rorβ* gene in VPM nucleus is upregulated by 1.9-fold at P0 in embBE mice (**P=0.008; Two-tailed Student's *t*-test). Between P0 and P4, *Rorβ* expression is upregulated in the VPM 2.4-fold in control mice (***P<0.001; Two-tailed Student's *t*-test) and 1.6-fold in embBE mice (*P=0.04; Two-tailed Student's *t*-test). (**d**) *In situ* hybridization for *Rorβ* in coronal sections from control and embBE animals at P0 and P4. Note the stronger expression of *Rorβ* in the VPM area (asterisk) of embBE animals compared with the controls. (**e**) Quantitative real-time PCR for *Rorβ* transcripts in VPM neurons, in control media (*n*=12) or after treatment with 25 mM of KCl (*n*=13) in acute slices at E16.5 (**P=0.0042, Two-tailed Student's *t*-test). (**f**) Quantitative real-time PCR for *Rorβ* in the VPM nucleus in control (*n*=11) and *MGv*^*Kir*^ (*n*=10) mice at E16.5 (*P=0.01, Mann–Whitney *U*-test). (**g**) *In situ* hybridization for *Rorβ* in coronal sections from control (*n*=5) and *MGv*^*Kir*^ (*n*=5) animals at P0. Graphs represent mean±s.e.m. Scale bars, 300 μm.

**Figure 6:**
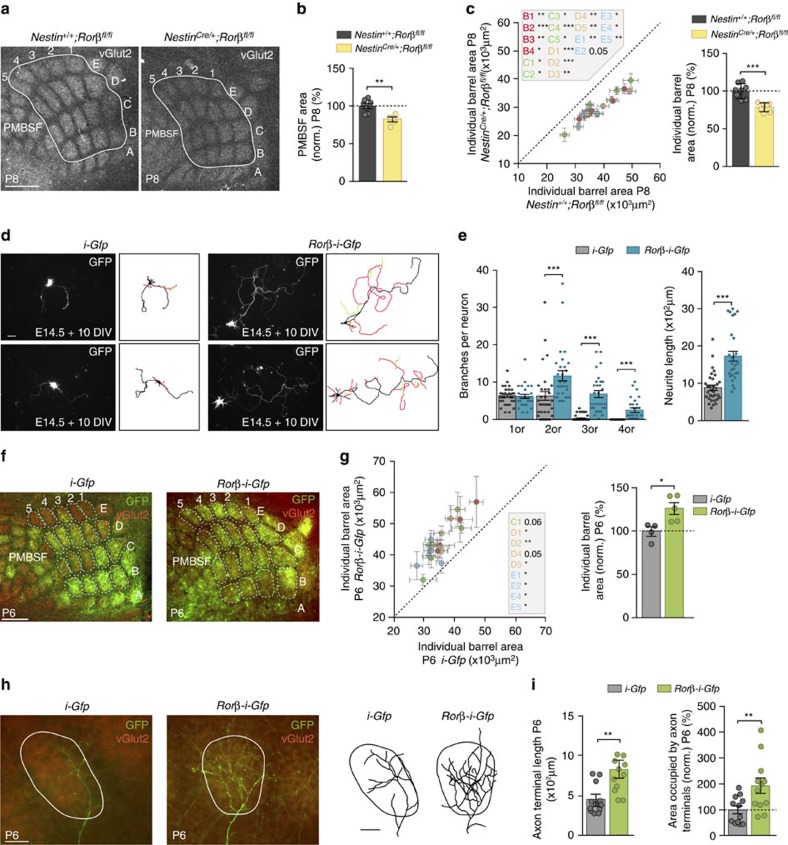
Thalamic *Rorβ* modulates the development of the somatosensory system and axonal branching. (**a**) vGlut2-immunostaining in tangential sections of the PMBSF from control *Nestin*^*+/+*^*;Rorβ*^*fl/fl*^ (*n*=8) and *Nestin*^*Cre/+*^*;Rorβ*^*fl/fl*^ (*n*=7) mice at P8. (**b**) Quantification of the total PMBSF area shown in **a** (**P=0.0031; Two-tailed Student's *t*-test). (**c**) Plot of each individual barrel area and quantification of individual barrel area in control *Nestin*^*+/+*^*;Rorβ*^*fl/fl*^ (*n*=8) and *Nestin*^*Cre/+*^*;Rorβ*^*fl/fl*^ (*n*=7) brains (***P<0.001; Two-tailed Student's *t*-test). Insert describes the barrels that are significantly reduced in the double mutant mice. (**d**) Fluorescence images and representative drawings of thalamic neurons from E14.5 mice transfected with *i-Gfp* (*n*=33 neurons from three independent cultures) or *Rorβ-i-Gfp* (*n*=29 neurons from three independent cultures) and analysed at 10 days *in vitro* (DIV). (**e**) Quantification of branches per neuron at increasing branch orders (***P<0.001 for second, third and fourth branch orders; Mann–Whitney *U*-test). Quantification of the total neurite length per neuron (***P<0.001; Mann–Whitney *U*-test). (**f**) Flattened tangential sections showing vGlut2-immunostaining in S1 at P6 after *Rorβ-i-Gfp* (*n*=5) electroporation compared with control *i-Gfp* electroporated brains (*n*=4) at E11.5. Thalamic *Rorβ* overexpression induces the increase on the size of the individual barrel area. (**g**) Quantification of the individual barrel area at P6 in *i-Gfp*-electroporated and *Rorβ-i-Gfp* electroporated brains (*P=0.02; Mann–Whitney *U*-test). Insert describes the barrels that are significantly expanded after *Rorβ-i-Gfp* electroporation. (**h**) Coronal sections showing the axonal arborization of individual VPM neurons in a single barrel (immunolabelled with vGlut2) after electroporation with *i-Gfp* (*n*=12 neurons from four brains) or *Rorβ-i-Gfp* (*n*=12 neurons from nine brains). Right panel: example of single axons reconstruction under the two conditions. (**i**) Quantification of the axon terminal length and the area occupied by the axon terminals shown in **h** (**P=0.003 and **P=0.009; Two-tailed Student's *t*-test). Graphs represent mean±s.e.m. Scale bars, 300 μm for **a** and **f**, 100 μm for **d** and 20 μm for **h**.

**Figure 7:**
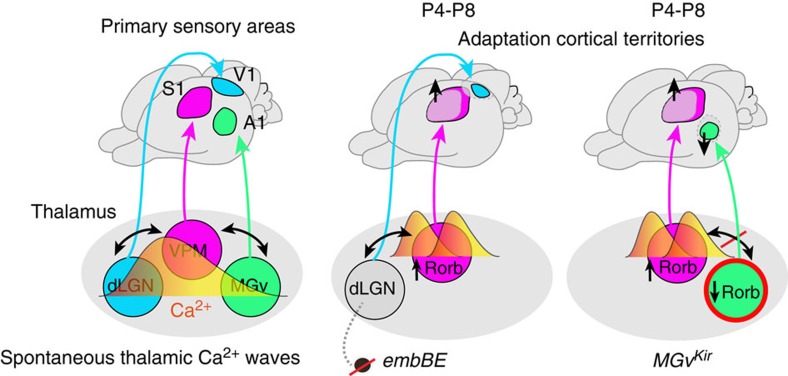
Thalamic mechanism of coordinating sensory cortical areas territories mediated by the existence of spontaneous calcium waves. Embryonically visual input deprived mice (embBE) show an expansion of the primary somatosensory cortex (S1) prior to sensory experience. This expansion of the barrel-field is triggered by activity-dependent gene regulation in the VPM. Both the embryonic abolishment on peripheral input or silencing thalamic waves in the auditory nucleus of the thalamus (MGv) leads to an increase wave activity in the VPM, which triggers *Rorβ* expression and an expansion of the barrel-field in S1. When the MGv auditory thalamic waves are silenced, the expression of *Rorβ* is decreased and this effect predates the reduction of the A1 area.

# Supplementary material for: Prenatal thalamic waves regulate cortical area size prior to sensory processing
**Source:** Nat Commun. 2017 Feb 3;8:14172. doi: 10.1038/ncomms14172
**Supplement:** Supplementary Information — Supplementary Figures.

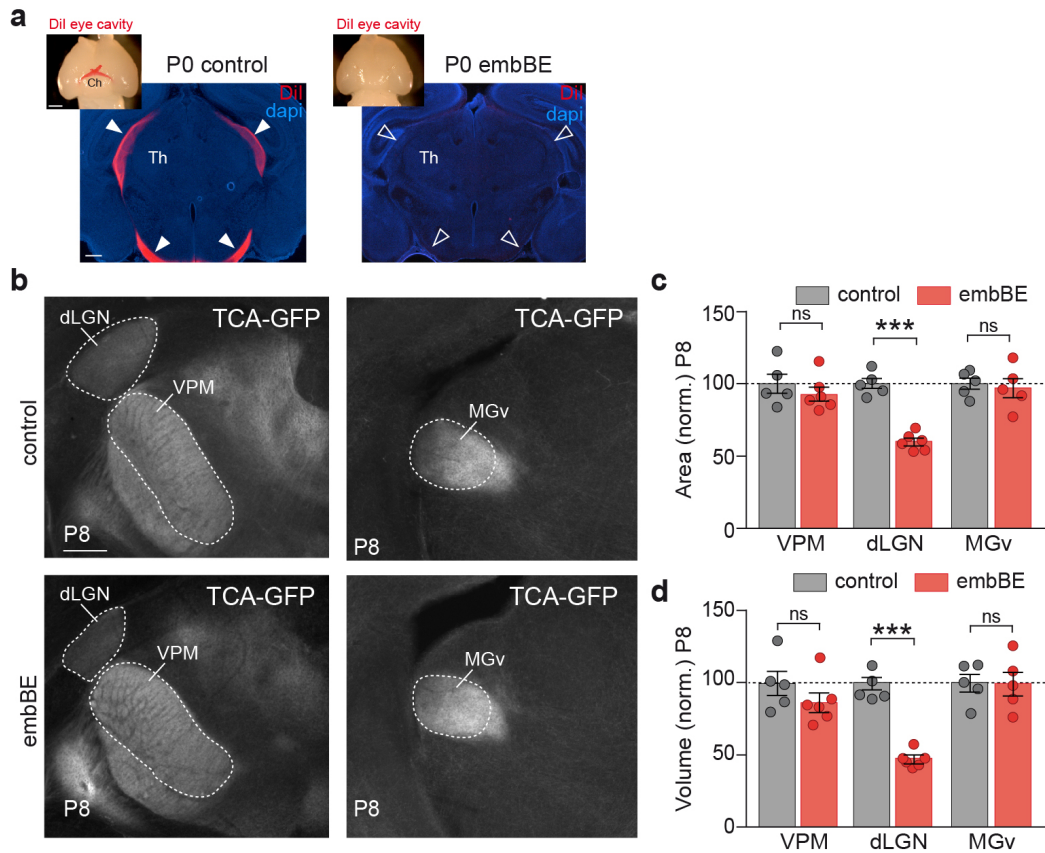

### Supplementary Figure 1 Embryonic complete ablation of the retinal input (embBE)

triggers a reduction in the dLGN size at P8. **(a)** Bilateral DiI injections into the eye cavity of control and embBE mice at P0 revealing the efficiency of the *in utero* enucleation. **(b)** Coronal sections from the TCA-GFP transgenic mice showing the area of the dLGN, VPM and MGv nuclei in control and embBE conditions. **(c)** Quantification of the area size for each principal thalamic nucleus shown in **b** (dLGN: control:  $100 \pm 3.61\%$ ,  $n = 5$ ; embBE:  $60.18 \pm 2.46\%$ ,  $n = 6$  \*\*\* $P < 0.001$ . VPM: control:  $100 \pm 6.54\%$ ,  $n = 5$ ; embBE:  $92.84 \pm 4.89$ ,  $n = 6$ ;  $P = 0.39$ . MGv: control:  $100 \pm 3.76\%$ ,  $n = 6$ ; embBE:  $97.29 \pm 6.63\%$ ,  $n = 5$ ;  $P = 0.73$ .; Two-tailed Student's t-test). **(d)** Quantification of the dLGN, VPM and MGv volume at P8 (dLGN: control:  $100 \pm 4.48\%$ ,  $n = 5$ ; embBE:  $46.96 \pm 2.35\%$   $n = 6$ ; \*\*\* $P <$

0.001. VPM: control:  $100 \pm 8.49\%$ ,  $n = 5$ ; embBE:  $86.46 \pm 6.85$ ,  $n = 6$ ;  $P = 0.24$ . MGv: control:  $100 \pm 6.32\%$ ; embBE:  $99.8 \pm 8.55\%$ ;  $P = 0.98$ ; Two-tailed Student's t-test). Graphs represent mean  $\pm$  SEM. Scale bars,  $300\mu\text{m}$  (1mm, insets in **a**).

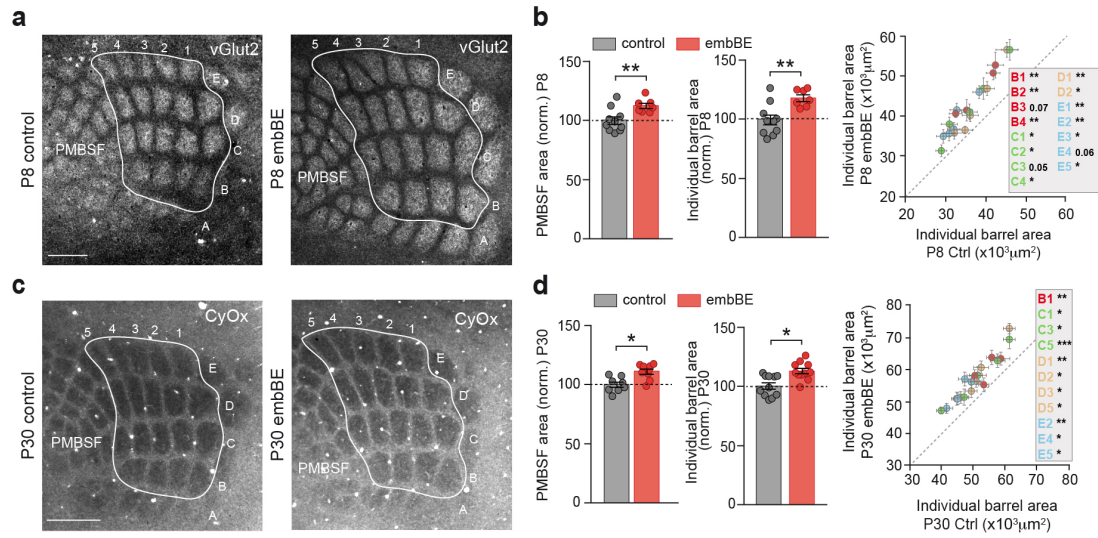

**Supplementary Figure 2** EmbBE triggers experience-independent adaptations in S1 at P8 that are maintained in the adult. **(a)** vGlut2-immunostaining of the PMBSF in the S1 of control ( $n = 10$ ) and embBE ( $n = 7$ ) mice at P8. **(b)** Quantification of the total PMBSF area and the individual barrel area in the control and embBE brains at P8 (control:  $100 \pm 3.11\%$ ,  $n = 10$ ; embBE:  $112.4 \pm 2.27\%$ ,  $n = 7$ ;  $**P = 0.01$ ; control:  $100 \pm 4.27\%$ ,  $n = 10$ ; embBE:  $118.7 \pm 2.74\%$ ,  $n = 7$ ;  $**P = 0.016$ , respectively; Two-tailed Student's t-test). Right panel: plot of each individual barrel area at P8. **(c)** CyOx (Cytochrome Oxidase) staining of the PMBSF in the S1 of control and embBE mice at P30. **(d)** Quantification of the total PMBSF area (control:  $100 \pm 2.2\%$ ,  $n = 8$ ; embBE:  $111.2 \pm 2.1\%$ ,  $n = 9$ ,  $**P = 0.0026$ ; Two-tailed Student's t-test) and individual barrel area (control  $n = 11$ ; embBE  $n = 11$   $**P = 0.0018$ ; Two-tailed Student's t-test). Right panel: plot of each individual barrel area at P30. Graphs represent mean  $\pm$  SEM. Scale bars, 300µm in **a**, and 500µm in **c**.

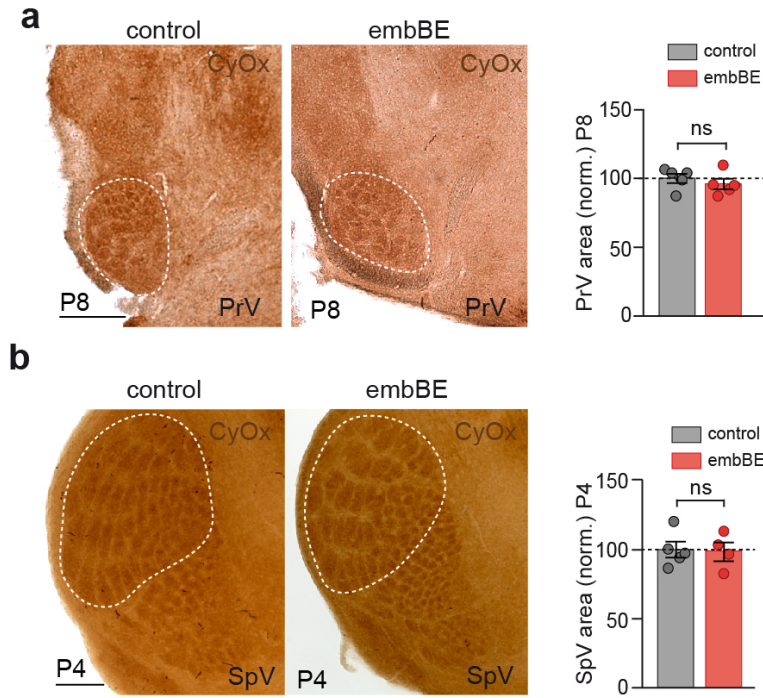

**Supplementary Figure 3** Subcortical somatosensory structures are not affected in embBE mice. **(a)** CyOx staining showing the barrelettes in the PrV nucleus of the hindbrain in control and embBE animals at P8, quantification of the total PrV area (control  $100 \pm 3.36\%$ ,  $n = 5$ ; embBE:  $95.8 \pm 3.76\%$ ,  $n = 5$ ;  $P = 0.42$ ; Mann-Whitney U-Test). **(b)** CyOx staining showing the barrelettes in the SpV nucleus of the hindbrain in control and embBE animals at P8, quantification of the total SpV area (control  $100 \pm 5.76\%$ ,  $n = 5$ ; embBE:  $98.6 \pm 6.5\%$ ,  $n = 4$ ;  $P > 0.99$ ; Mann-Whitney U-Test). Graphs represent mean  $\pm$  SEM. Scale bars,  $300\mu\text{m}$ .

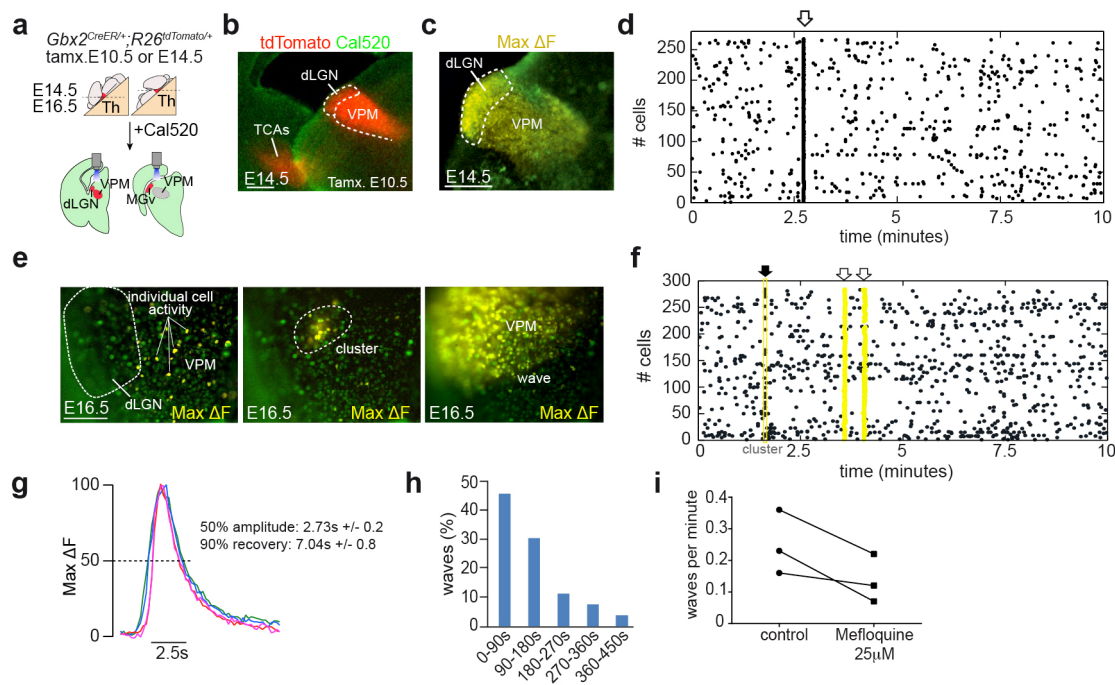

**Supplementary Figure 4** Spontaneous  $\text{Ca}^{2+}$  activity in the developing thalamus. (a)

Schematic representation of the different orientations used to obtain the thalamocortical acute slices. Embryonic acute thalamocortical slices from *Gbx2<sup>CreER/+</sup>;R26<sup>tdTomato/+</sup>* mice with tamoxifen administrated at E10.5 (to label dLGN and VPM) or at E14.5 (to specifically label MGv). (b) Acute slice showing tdTomato in the dLGN and VPM nuclei and loaded with Cal 520<sup>TM</sup> calcium dye at E14.5. Thalamocortical projections (TCAs) are also labeled. (c) Maximum projection of a  $\text{Ca}^{2+}$  wave (yellow) at E14.5 covering the dLGN-VPM nuclei. (d) Raster plot showing the onsets of individual cells  $\text{Ca}^{2+}$  transients between dLGN-VPM nuclei at E14.5. Open arrow indicates a wave. (e) Asynchronous  $\text{Ca}^{2+}$  transients in individual thalamic cells (left), clusters of synchronously co-active thalamic cells (middle) and a  $\text{Ca}^{2+}$  wave (right) at E16.5. (f) Raster plot showing the onsets of individual cells  $\text{Ca}^{2+}$  transients. Clusters are represented by small groups of cells with

simultaneous  $\text{Ca}^{2+}$  transients onsets (black arrow), while the waves involve almost all the cells within the nucleus (open arrows), including those that remain predominantly inactive during the inter-wave intervals. **(g)** Kinetics of the  $\text{Ca}^{2+}$  transients during a wave in four different ROIs. The amplitude of the transients has been normalized and the time aligned in the maximum. Wave width at 50% of the maximum amplitude:  $2.73 \pm 0.2\text{s}$  and 90% recovery:  $7.04 \pm 0.8\text{s}$  after wave onset. **(h)** Relative frequency distribution of inter-wave intervals measured at 90s periods. **(i)** Quantification of the effect on the frequency of dLGN-VPM waves after treatment with the connexin36 gap junction blocker, Mefloquine ( $25\mu\text{M}$ ). Scale bars,  $200\mu\text{m}$  in **b** and **c**, and  $100\mu\text{m}$  in **e**.

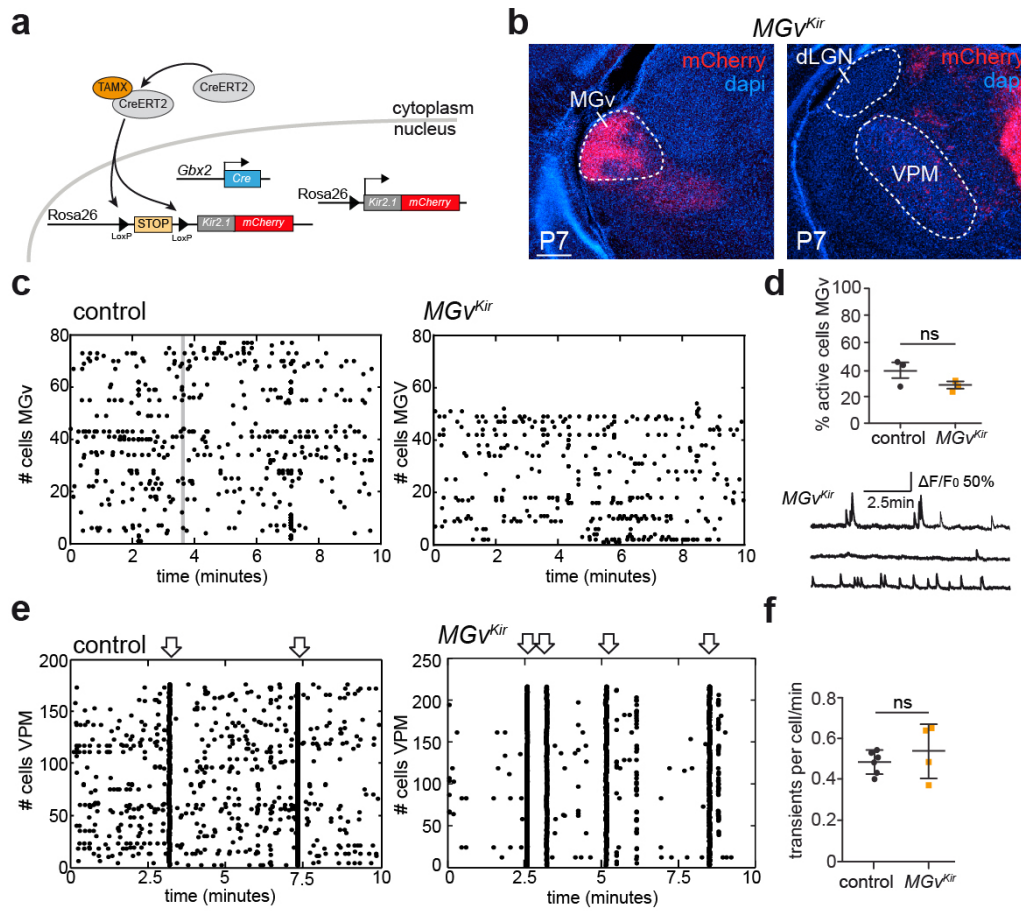

**Supplementary Figure 5** Selective targeting of Kir2.1 to the MGv thalamic nucleus in the  $MGv^{Kir}$  mouse. **(a)** Schema showing the genetic strategy used to selectively overexpress Kir2.1 in MGv neurons. **(b)** Tamoxifen administration at E14.5 specifically targets MGv thalamic neurons in  $Gbx2^{CreER/+};R26^{Kir/+}$  animals. Note the lack of recombination in the somatosensory and visual thalamic nuclei. **(c)** Raster plots of  $Ca^{2+}$  activity recorded during 10 minutes in the MGv of control (left panel) and  $MGv^{Kir}$  expressing (right panel) mice. To quantify the effect of Kir2.1 overexpression, neurons contributing only to the wave (grey line) were removed in the control raster plot for comparison to the  $MGv^{Kir}$  mouse. In the

present example, 77 out of 273 cells were active in the MGv control and 54 out of 227 in the MGv of the  $MGv^{Kir}$ . **(d)** Quantification of the percentage of active cells in the MGv nucleus of control ( $39 \pm 6\%$ , excluding the waves;  $n = 3$ ) and  $MGv^{Kir}$  ( $28 \pm 2\%$ ;  $n = 3$ ) mice (upper panel, right); ns, not significant,  $P = 0.3$ , Mann-Whitney U-test. **(e)** Raster plots showing the onsets of individual cells  $Ca^{2+}$  transients at E16.5 in the VPM from control (left panel) and  $MGv^{Kir}$  (right panel) mice. The higher frequency of waves in the VPM of  $MGv^{Kir}$  is accompanied by lower inter-wave asynchronous activity. **(f)** Quantification of the average number of  $Ca^{2+}$  transients per cell per minute (including asynchronous scatter and wave evoked transients) shows no significant difference between VPM control and VPM  $MGv^{Kir}$  (control:  $0.48 \pm 0.02$ ,  $n = 6$ ;  $MGv^{Kir}$ :  $0.54 \pm 0.07$ ,  $n = 4$ ; ns, not significant,  $P = 0.61$ , Mann-Whitney U-test). Graphs represent mean  $\pm$  SEM.

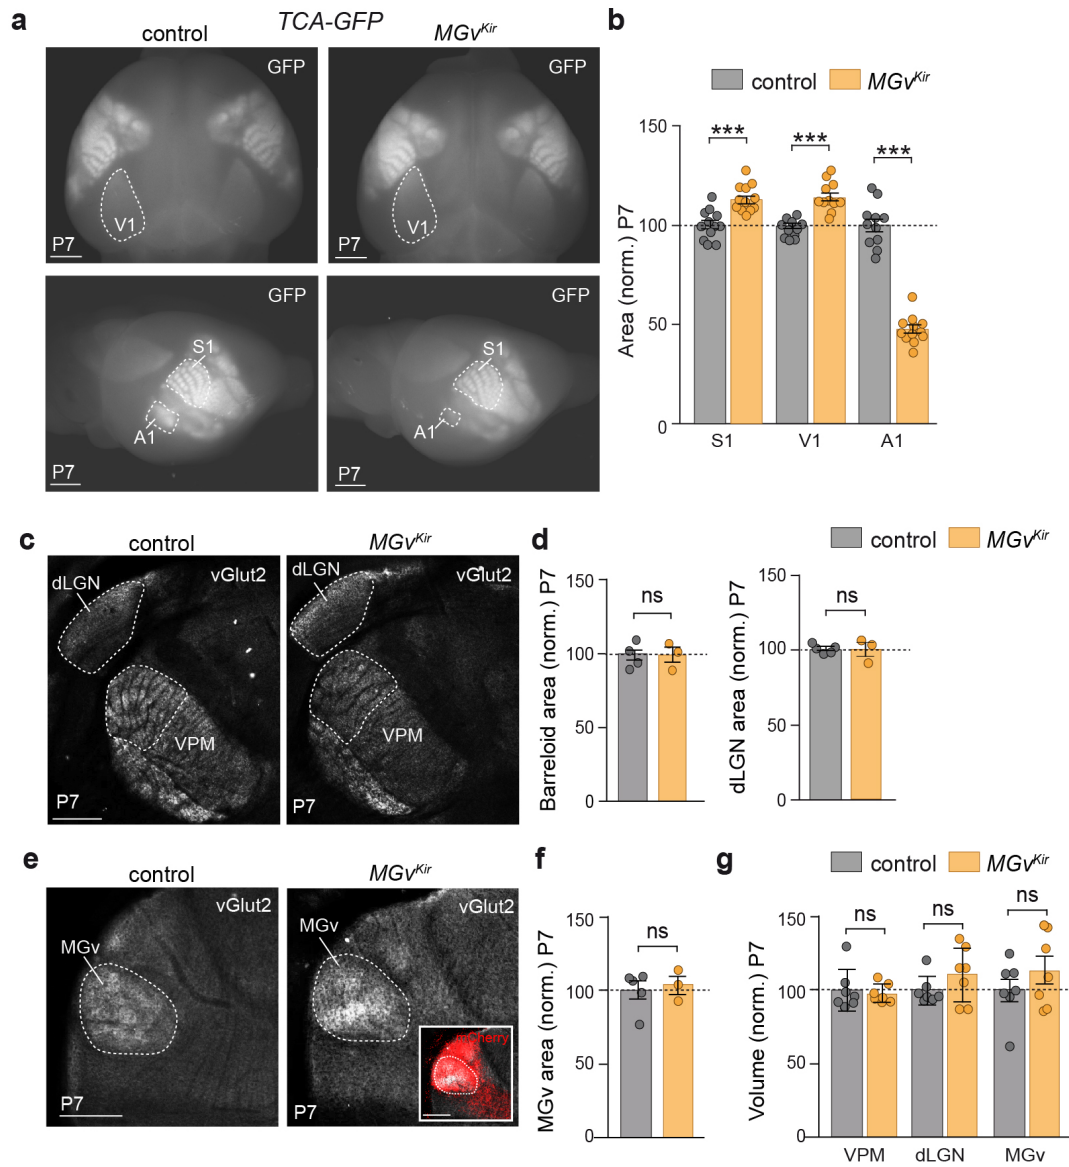

**Supplementary Figure 6** Primary cortical areas size modifications in the *MGv<sup>Kir</sup>* mouse.

**(a)** Labeling of principal sensory cortical areas in control mice (TCA-GFP+) or *MGv<sup>Kir</sup>* mice (TCA-GFP+) at P7. **(b)** Quantification of the S1, V1 and A1 areas shown in **a** (S1 area: control:  $100 \pm 2.19\%$ ,  $n = 11$ ; *MGv<sup>Kir</sup>*:  $112.3 \pm 1.96\%$ ,  $n = 12$ ; \*\*\* $P < 0.001$ , Two-tailed Student's t-test. V1 area: control:  $100 \pm 1.36\%$ ,  $n = 11$ ; *MGv<sup>Kir</sup>*:  $114.6 \pm 2.07\%$ ,  $n = 12$ ; \*\*\* $P < 0.001$ , Mann-Whitney U-Test. A1 area: control:  $100 \pm 3.03\%$ ,  $n = 11$ ; *MGv<sup>Kir</sup>*:

$48.06 \pm 1.99\%$ ,  $n = 12$ ;  $***P < 0.001$ ; Two-tailed Student's t-test). (c) vGlut2-immunostaining of the VPM and dLGN nuclei of the thalamus in control and  $MGv^{Kir}$  mice at P7. (d) Quantification of the total barreloid area and dLGN area (barreloid area: control  $100 \pm 3.43\%$ ,  $n = 5$ ,  $MGv^{Kir}$ :  $99.93 \pm 5.37\%$ ,  $n = 3$ ,  $P > 0.99$ , Mann-Whitney U-Test. dLGN area: control  $100 \pm 1.38\%$ ,  $n = 5$ ,  $MGv^{Kir}$ :  $99.44 \pm 4.59\%$ ,  $n = 3$ ,  $P = 0.79$ , Mann-Whitney U-Test). (e) vGlut2-immunostaining of the MGv thalamic nucleus in control and  $MGv^{Kir}$  mice at P7. Inset in lower panel shows the recombination in the MGv in  $MGv^{Kir}$  mice. (f) Quantification of the total MGv area (control  $100 \pm 6.11\%$ ,  $n = 5$ ;  $MGv^{Kir}$ :  $103.8 \pm 6.07\%$ ,  $n = 3$ ;  $P > 0.99$ ; Mann-Whitney U-Test). (g) Quantification of the volumes of VPM, dLGN and MGv (VPM: control  $100 \pm 5.35\%$ ,  $n = 7$ ;  $MGv^{Kir}$ :  $97.76 \pm 2.44\%$ ,  $n = 7$ ;  $P = 0.71$ ; Two-tailed Student's t-test. dLGN: control  $100 \pm 3.67\%$ ,  $n = 7$ ;  $MGv^{Kir}$ :  $111.1 \pm 7.1\%$ ,  $n = 7$ ;  $P = 0.19$ ; Two-tailed Student's t-test. MGv: control  $100 \pm 7.51\%$ ,  $n = 7$ ;  $MGv^{Kir}$ :  $113.9 \pm 9.51\%$ ,  $n = 7$ ;  $P = 0.274$ ; Two-tailed Student's t-test). Graph represent mean  $\pm$  SEM. Scale bars, 1mm in **a** and 300 $\mu$ m in **c** and **e**.

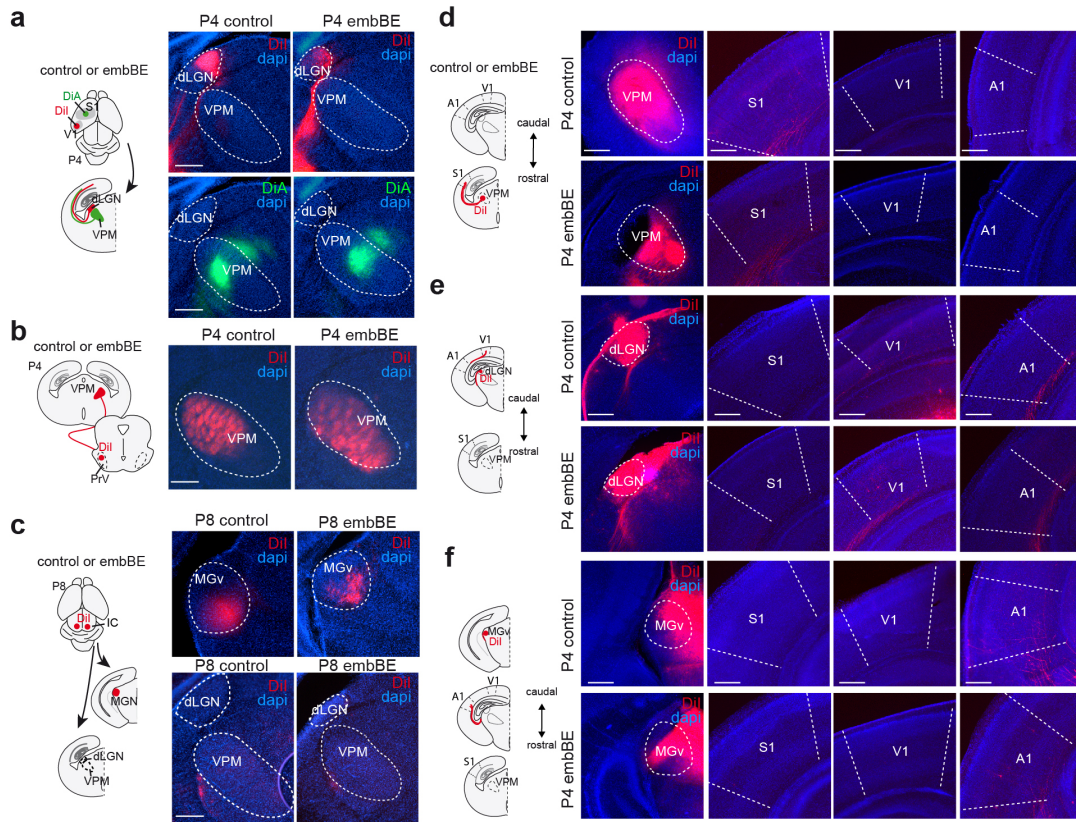

**Supplementary Figure 7** Thalamocortical projections and sub-thalamic afferents are not rewired in embBE mice. **(a)** Experimental design to study the effect of embryonic retinal ablation on the topography of TCAs after injection of DiI and DiA crystals into the primary visual (V1) and primary somatosensory (S1) cortices, respectively. Coronal sections show the topography of visual and somatosensory TCAs in control ( $n = 6$ ) and embBE ( $n = 6$ ) mice at P4. **(b)** Experimental design to study the effect of embryonic retinal ablation on the targeting of somatosensory thalamic afferents after injection of DiI into the PrV nucleus of the hindbrain. Coronal sections show PrV axons targeting the VPM thalamic nucleus in both control ( $n = 2$ ) and embBE ( $n = 2$ ) mice at P4. **(c)** Experimental design used to study the effect of removing retinal input embryonically on the targeting of auditory thalamic afferents from the inferior colliculus (IC). Coronal sections show the topographical

connectivity of IC axons into the auditory thalamic nucleus (MGN) in control ( $n = 8$ ) and embBE animals ( $n = 8$ ). **(d-f)** Experimental design to study the effect of embryonic retinal ablation on TCAs after injection of DiI crystals into specific thalamic nuclei at P4 (VPM, **d**; dLGN, **e** and MGv, **f**). Coronal sections show normal targeting of TCAs to S1, V1 or A1 cortices, respectively. Control ( $n = 3$ ) and embBE ( $n = 3$ ) mice. Scale bars, 300 $\mu$ m.

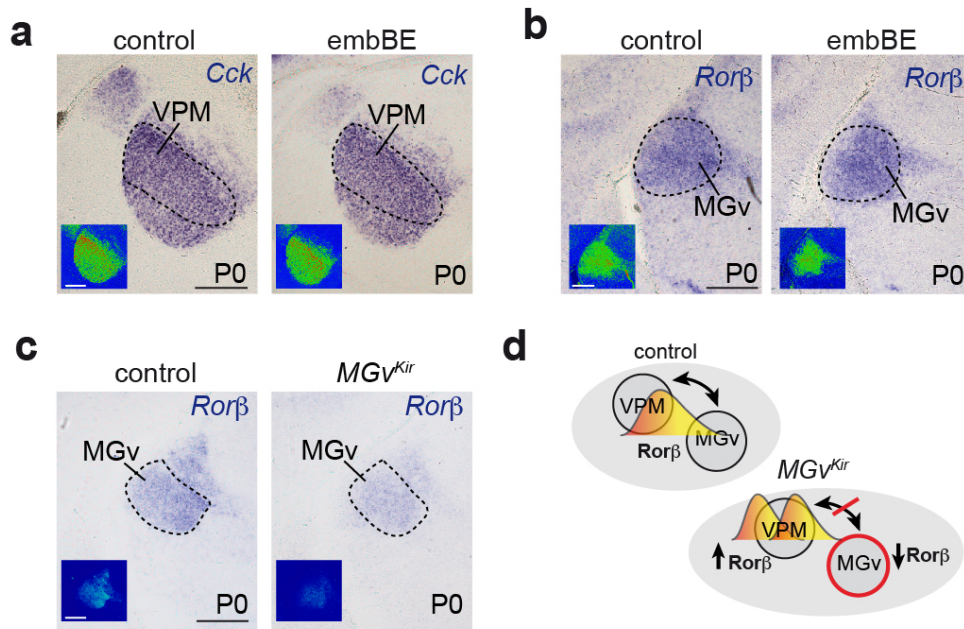

**Supplementary Figure 8** Downregulation of *Rorβ* expression in the MGv in the absence of thalamic waves in this nucleus. **(a)** *In situ* hybridization for *Cck* in coronal sections from control and embBE animals at P0. Note that the expression of *Cck* is not altered in the VPM. **(b)** *In situ* hybridization for *Rorβ* in coronal sections from control and embBE animals at P0. Note that the expression of *Rorβ* is not altered in the MGv. **(c)** *Rorβ* mRNA expression in coronal sections from control ( $n = 5$ ) and *MGv<sup>Kir</sup>* ( $n = 5$ ) animals at P0. Note that *Rorβ* is downregulated in the MGv. **(d)** Schema representing the results found on the changes in *Rorβ* expression in the *MGv<sup>Kir</sup>* mouse. Scale bars, 300μm.

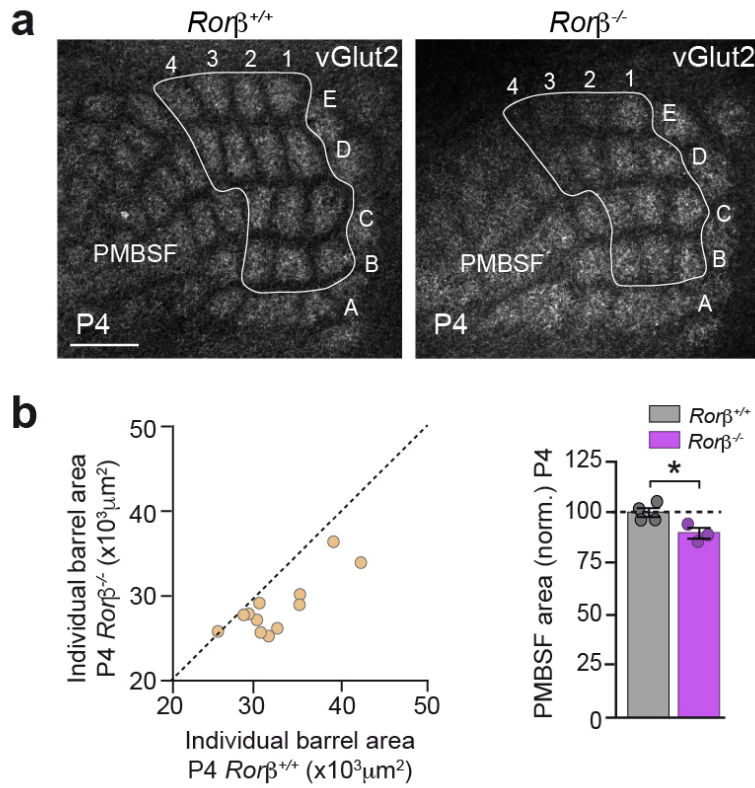

**Supplementary Figure 9** Reduced PMBSF in the absence of *Rorβ*. **(a)** vGlut2-immunostaining in tangential sections of the PMBSF at P4 from *Rorβ*<sup>+/+</sup> ( $n = 4$ ) and *Rorβ*<sup>-/-</sup> mice ( $n = 3$ ). **(b)** Quantification of the PMBSF area at P4 in *Rorβ*<sup>+/+</sup> and *Rorβ*<sup>-/-</sup> mice (\* $P = 0.02$ ; Two-tailed Student's t-test). Graphs represent mean  $\pm$  SEM. Scale bars, 300μm

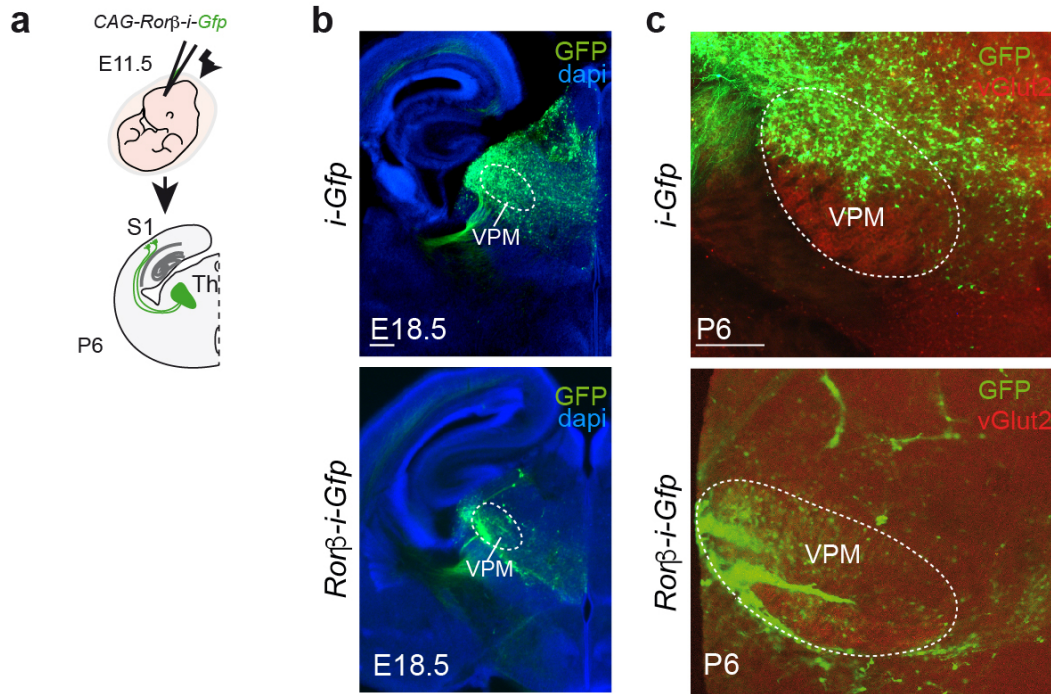

**Supplementary Figure 10** Overexpression of *Rorβ* in VPM neurons. **(a)** Scheme of the experimental paradigm used to test the effect of thalamic *Rorβ* gain-of-function on the development of the somatosensory cortex. **(b)** E18.5 coronal sections showing GFP immunostaining (green) and dapi staining (blue) in brains electroporated with a *i-Gfp* or *Rorβ-i-Gfp* constructs at E11.5. **(c)** Coronal sections of P6 brains electroporated with a *i-Gfp* or *Rorβ-i-Gfp* constructs at E11.5 showing vGlut2 and GFP immunostaining in the VPM nucleus. Scale bars, 300μm.

How the deposited data were processed for this re-analysis (not part of the article)

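Gene expression was measured in the VB (the ventrobasal complex, which the paper names VPM) and the dLGN of control and embBE mice at P0 and P4 on 24 arrays, 1 per sample: 3 per group, apart from dLGN at P0 with 4 embBE and 2 control arrays. The authors deposited log2 values that they had normalized with RMA (version not given in the sources used here); they were used as deposited, for all 45101 probe sets, of which 64 are array controls. The values used here held no reads, probe-level intensities or detection calls, so the array number and not a depth sets the precision. For the same reason the separation of weak signals from background could not be measured. The labels give each array a pair of numbers. VB and dLGN arrays with the same pair came under the same label. At P4 each first number was shared by an embBE and a control array of each nucleus. At P0 the first number did not give such pairs.

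Each probe set was given the mouse gene symbol of the platform annotation, updated through its Entrez number where the reference lists one (34754 probe sets). The 34958 probe sets with 1 symbol were kept; 932 with several symbols and 9211 without a listed gene were left out, except where every probe set was counted. The probe set with the highest mean over the 24 arrays stood for its gene, which left 18194 genes. No filter on weak signals was applied. Copg2as2, which Fig. 5b names, was not analysed here. No genome build was used, and no positions are given.

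Comparisons were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group means without an intercept) on the log2 values, over the 12 VB arrays or the 12 dLGN arrays, so that the groups of a nucleus share 1 estimate of the spread. A gene was called at the study's threshold when its fold change was at least 1.5 and its unadjusted p under 0.05, and it was counted separately when its Benjamini-Hochberg adjusted p was under 0.05. The difference between ages of the embBE effect was a contrast in the VB fit. The difference between nuclei was a contrast over the 24 arrays with the pair of label numbers as a random block (duplicateCorrelation). Rorb was also tested by a 2-sided exact permutation of the arrays. In groups of 3 the smallest p this can give is 0.1.

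Lists of genes fixed before the data were examined were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry beside it. Of 26 lists, 25 with at least 5 measured members were tested, adjusted over the lists of a comparison. Sex-linked genes were read per array only. Lists of genes that differ between nuclei or between ages in the controls were taken from arrays that the tested comparison does not use.

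The named genes follow a rule set before the data were examined: each gene the paper names for the arrays (the genes printed in Fig. 5b had been seen by then); in each comparison of embBE with control, the 10 largest increases and the 10 largest decreases among called genes in which every embBE array lies on one side of every control array, with unnamed clones and predicted genes passed over; members of the lists that were called or passed the adjusted threshold, up to 4 a list; and Sox14, Fgf15, Crabp2, Gbx2 and Slc6a4. Other genes are named only where the text says that they were chosen after their values were seen.

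The following alternatives were set before the data were examined: the methods' t-test; every probe set counted; the mean of the probe sets of a gene; the dimmer probe sets by mean signal left out (12222 genes kept); only the 2 groups compared in the fit; all 24 arrays in the fit; cyclic loess on top of the deposited values; arrays centred on their median; folds from mean intensities; eBayes with trend and robust; the first label number as a block; each array left out in turn; the other probe sets of Rorb; and no random block between nuclei. After the data were seen, array weights, the SD of each array or its Xist level as a covariate, a fit without 2 arrays of narrow spread, and the lists under cyclic loess and median centring were added. Correlations across arrays were tested with 100000 permutations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

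The procedure was tested on simulated data with the design of the VB P0 comparison. Scan dates, pooling and the sex of the animals are not given in the labels or the paper. Scan dates and pooling were not modelled, and sex was modelled only through the Xist level of each array. The in situ hybridization and quantitative measurements of the paper have no deposited data and were left out.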

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

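The tests of fewer cycling cells, of the Rorb probe sets, and of the genes shared by the ages under other splits were chosen after the results were seen, as were the fits with array SD or Xist as a covariate and without 2 arrays.

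The dLGN arrays, which the paper does not report, gave 81 called genes at P0 (16 higher, 65 lower) and 36 at P4 (12 higher, 24 lower). The loss of retinal input went with lower signal for Metrn (log2 fold change −1.46, limma adjusted p = 0.0823, the lowest), Fgf15 (−1.13), Fabp7 (−0.76) and Aldh1l1 (−0.75) at P0, and for Chst2 (−1.04), Moxd1 (−1.35), Dusp6 (−0.85) and Fos (−0.68) at P4. With limma 0 genes passed an adjusted p of 0.05 at either age, with 433 and 236 at an unadjusted p under 0.05; the methods' t-test called 28 and 19, 0 after adjustment. The called count was 580 without embBE array 39_4, 122 without control array 35_1 and 143 without control array 39_5 at P0, and 56 without embBE array 36_2, 69 without control array 24_2 (65.2% higher) and 140 without control array 40_1 at P4. Arrays of the groups did not overlap in 58 called genes at P0 and 25 at P4, and in 9.98% and 4.85% of all genes, where chance gives 13.3% and 10%. With arrays centred on their median 21.2% of the P4 genes were higher, against 33.3%.

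Astrocyte and radial glia markers were lower as a group in the embBE dLGN at P0 (median −0.27, 15 of 18 below 0; camera adjusted p = 3.08e-05, 0.538 with an estimated correlation), a signal in arrays the paper does not report. The narrow spread of embBE arrays 39_3 and 35_3 is argued against as the cause, since without both the median was −0.41. More tissue of another nucleus in the embBE pieces cannot be told apart from this, because genes higher in VB had a median of −0.0064 while genes higher in dLGN had one of −0.094. Fewer cycling progenitors is a candidate explanation: cell cycle genes were lower too (median −0.18, adjusted p = 0.000108), although not with an estimated correlation (0.538) or without control array 35_1 (0.0848, median −0.074). Microglia markers moved the other way in this comparison (median 0.33, camera adjusted p = 0.00151, 0.155 without embBE array 39_4). Loss of retinal input, the biological explanation in the design, stays open and cannot be separated from dissection with 2 control arrays.

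More genes were called higher than lower in the embBE VPM at P0 (101 and 31). The narrow spread of control array 35_1 may account for this. Without it 40.6% of the called genes were higher (13 of 32), and with the SD of each array as a covariate 33.3% (9 of 27). Both shares lay under the 55% set as the mark of such a cause. So few genes give these shares a wide sampling error, which was not set against this mark. The sex of the pups stays open, since with Xist as a covariate 68.1% were higher, above the 65% set as the mark against it by less than the sampling error of the share. Of the 20 genes still called without 35_1 (12 higher, 8 lower), Xist (2.73 without it) and Eif2s3x (0.59) are sex-linked and named after their values were seen, and Xist was high in 0 of 3 control and 2 of 3 embBE arrays; enucleation stays open for the others.

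The 3 Rorb probe sets differed in the size of the embBE effect in the VPM at P0 (0.91, 0.44 and 0.18). A probe set that responds less to any change of Rorb would keep the ratio of this effect to the control change from P0 to P4. The ratios of the second, main and dimmest probe sets were 0.72 ± 0.17, 0.94 ± 0.56 and 0.42 ± 0.31 (SE), and the first 2 differed by −0.222 (SE 0.589). These SEs treat the effect and the change as independent, although both use the P0 control arrays. The SE of the difference also treats the probe sets as read on different arrays. The errors are therefore only approximate, and the test does not decide. The gap between the second and main probe sets was 0.47 with all arrays and 0.25 without control array 35_1 (SE 0.23), so this array could carry part of it, and the spread keeps this open. An effect on 1 transcript form was not tested.

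Other groups of genes, which the paper does not discuss, passed camera. In the VPM, beside GABAergic markers at P0 (median −0.31; adjusted p = 0.00212, 0.777 with an estimated correlation) and cholesterol and fatty acid synthesis at P4 (0.16; 0.0288, 0.563 with an estimated correlation), these were the cell cycle genes at P0 (median 0.26; adjusted p = 6.37e-05, 0.777 with an estimated correlation), and at P4 the GABA and glycine receptors (0.15; adjusted p = 0.0443, 0.563 with an estimated correlation) and the habenula markers (−0.13; adjusted p = 0.0443, 0.563 with an estimated correlation). In the dLGN at P4, meningeal fibroblast markers were higher (0.30; 5.44e-07, 0.283 with an estimated correlation), with Col3a1 (1.56), Dcn (1.07) and Col1a2 (1.02) called, and immediate early genes lower (−0.056; 0.0164, 0.261 with an estimated correlation), with Fos called. The meningeal group missed the threshold without embBE array 36_2 (0.0604, median 0.084), and its median was 0.45 without embBE array 40_3. Endothelial and mural cell markers were higher in the same comparison (0.16, adjusted p = 0.00328). They missed the threshold without embBE array 24_4 (0.144) and control arrays 36_3 (0.169) and 40_1 (0.309). The immediate early genes missed it without embBE array 36_2 (0.206) and control arrays 24_2 (0.338, median −0.086) and 40_1 (0.152, median −0.13), and had medians of −0.12 and −0.023 without embBE arrays 24_4 and 40_3.

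The embBE effect on some groups differed between ages or nuclei by camera on the difference itself, and none of these passed with an estimated correlation. In the VPM, P4 minus P0, the median difference was −0.20 for cell cycle genes (adjusted p = 0.00597; estimated 0.959), 0.21 for cholesterol and fatty acid synthesis (6.9e-05; 0.480) and 0.31 for GABAergic markers (0.00029; 0.959). For VPM minus dLGN at P0 it was 0.39 for cell cycle genes (adjusted p = 4.81e-08; estimated 0.471), 0.16 for astrocyte and radial glia markers (0.0389; 0.674) and −0.35 for microglia markers (0.0389; 0.674). For VPM minus dLGN at P4 it was 0.15 for cell cycle genes (adjusted p = 0.00273; estimated 0.755) and −0.57 for meningeal markers (3.07e-05; 0.496).

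In the embBE dLGN at P0, the only group of 4 arrays, 1 array lay far from the other 3 in 4 of the 53 values tested, where chance singles out about 1 in 20 (2.65 values). The log2 signals were 9.38 for Mfge8 in array 39_4 (median of the others 10.32), and in array 39_3 5.36 for Fgf15 (5.62), 7.14 for Spred2 (8.10) and 6.61 for Crabp2 (9.10).

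Other splits of the arrays into groups of the same size were refitted. In the comparisons of 3 with 3 arrays the 10 splits are too few for a share under 0.05: called genes were 132 in the VPM at P0 (highest other split 329), 29 at P4 (77), 36 in the dLGN at P4 (1155), 927 between ages in control (1789) and 826 in embBE (60), and 87 for VPM minus dLGN at P4 (2382). Groups of genes past camera were 2 (highest other 6), 3 (5), 7 (9), 5 (8) and 7 (9) in the first 5 of these. Of 100 splits, 73 called as many genes as the real one for the VPM effect at P4 minus that at P0 (63; highest other 1676), 10 shared as many dLGN genes between ages (5; 752) and 16 as many VPM genes (2; 16), so chance is not excluded for these 3. Splits that call several times the real count, as in the dLGN at P4 and the differences between effects, point to a structure of the samples apart from their groups.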

How the results depend on the processing

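The fits with the SD of each array or its Xist level as a covariate, the fit without 2 arrays of narrow spread, and the gene groups under cyclic loess and median centring were chosen after seeing the data; array weights, chosen then too, could not be fitted (the estimate did not converge), and no counts are given for them. With 3 arrays a group (2 to 4 in the dLGN) the self-test at VB P0 called 41.8% of genes changed 1.5-fold and 100% of those changed 2-fold (38.8% and 86.6% at an adjusted p under 0.05), so small changes can be missed. It also called 151 of 17994 unchanged genes (8 at an adjusted p under 0.05), where the real data gave 132 called genes in all. The study's threshold alone therefore does not set these apart from chance. The rates of the self-test belong to simulated data. Whether they hold on the real arrays, where leaving out control array 35_1 or 35_2 gave 32 or 1058 called genes, was not tested. Signal over background could not be measured from the deposited values. Except where the fit leaves out samples or tests other units, the cause of a shift was not tested.

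Called genes, against 132 in the VPM at P0, 29 at P4, 81 in the dLGN at P0, 36 at P4, and 927 (control) and 826 (embBE) between ages in the VPM, were 28, 6, 28, 19 and 546 (control between ages) by the methods' t-test; 322, 94, 203, 76, 2030 and 1618 over every probe set, of which there are more than genes; 50 and 15 in the VPM at P0 and P4, and 562 and 535 between ages, with the mean of the probe sets of a gene; 84 in the VPM at P0 with all 24 arrays in the fit; and 125 in the dLGN at P0 with the first label number as a block. Genes at an adjusted p under 0.05 between ages (687 control, 623 embBE) were 1 in control by the methods' t-test, 1213 and 1036 over every probe set, and 50 and 3038 with only the 2 groups in the fit. In the dLGN they were 2 at P0 and 2 at P4 with all 24 arrays, and 1 at P0 with cyclic loess. The percent higher in the VPM at P0 (76.5) was 58.3 with all 24 arrays, 61.5 with cyclic loess, 62.8 with folds from mean intensities and 60.1 with the label block. At P4 it was 77.4 with folds from mean intensities (89.7), and in the dLGN at P4 21.2 with arrays centred on their median (33.3). Apart from leaving out arrays, the other alternatives set before the data were examined kept each of these counts within 1.5 times and each share within 10 points. Embryonically enucleated and control arrays with the same first label number were not consistently more alike than others in the VPM or in the dLGN at P4. The correlations are of deviations from the mean of the group. In the VPM their correlations ran from −0.195 to 0.219 at P4 and from 0.02 to 0.09 at P0. Other VPM pairs ran from −0.157 to 0.206 and from −0.242 to 0.201. In the dLGN at P4 same-number pairs had 0.758, 0.018 and 0.19, and other pairs ran from −0.728 to 0.58. In the dLGN at P0 same-number pairs ran from −0.499 to 0.477 and other pairs from −0.477 to 0.499. The 2 control arrays there deviate from their mean by equal amounts in opposite directions, so the 2 values of each embBE array mirror each other. These pairs therefore cannot decide the question. In groups of 3 the deviations are also tied to each other, so the pairs are not independent.

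With array SD as a covariate the VPM counts were 27 (33.3% higher, reversed) at P0 and 16 (62.5%) at P4; the dLGN had 39.4% higher at P0 and 4 and 7 genes at an adjusted p under 0.05 at P0 and P4; 2413 and 1868 genes differed between ages at an adjusted p under 0.05. With Xist the counts were 18 (77.8%) in the VPM at P4, 258 in the dLGN at P0 and 78 at an adjusted p under 0.05 between ages in control. Without the narrow arrays 35_1 and 36_3 they were 36 (44.4%, reversed) in the VPM at P0, 16 (75%) at P4, and 1749 and 2478 at an adjusted p under 0.05 between ages. Without dLGN arrays 39_3 and 35_3 38.2% were higher at P0, and without 40_1 and 36_2 120 were called at P4 (18.3%).

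Leaving out 1 array gave 32 to 1058 called genes (40.6 to 80.3% higher) in the VPM at P0, 12 to 209 (66.7 to 87.5%) at P4, 56 to 580 (14.1 to 41%) in the dLGN at P0, 29 to 140 (15 to 65.2%) at P4, 702 to 1748 (64.1 to 75.1%) between ages in control and 752 to 882 (78.8 to 84.2%) in embBE. At an adjusted p under 0.05 it gave 0 to 0 in the VPM at either age and the dLGN at P4, 0 to 2 in the dLGN at P0, 214 to 1768 between ages in control and 206 to 307 in embBE.

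Rorb kept its sign in each VPM fit. On its second probe set it passed the study's threshold at P0 (0.91) and between ages (1.27 in control, 0.67 in embBE). The control change also did with the mean of its probe sets (0.72), and on the main probe set with Xist (0.65) and without the narrow arrays (0.78). On the main probe set, leaving out 1 array gave 0.36 to 0.58 at P0, 0.20 to 0.59 at P4, 0.36 to 0.65 between ages in control and 0.29 to 0.62 in embBE.

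Of the fits of other named genes in the VPM at P0 under the alternatives set beforehand, 393 of 496 kept call and sign and 99 were no longer called (P4: 348 and 34 of 387; dLGN: 444 and 53 of 506, and 418 and 16 of 434); with 1 array left out 204 and 81 of 300 (175 and 31 of 234; 236 and 55 of 306; 220 and 20 of 264). No called gene reversed. Of the 16 groups of genes past camera, 0 passed with an estimated correlation, 10 with the dimmer probe sets left out, 13 with the label block, 11 with cyclic loess and 13 with median centring, and 61 of 96 fits without 1 array; none reversed. With an estimated correlation the threshold was also missed in VPM by genes lower with age in the dLGN at P4 (0.0485), and genes higher in dLGN or VB at P0 (−0.11 and 0.029) or in dLGN at P4 (0.0484).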

Differences from the paper's values

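Both the paper's counts and the counts here use a fold change of 1.5 and a p of 0.05. The p was unadjusted here, and the paper does not state an adjustment. At P4 the paper's legend of Fig. 5b gives 47 transcripts, and 29 genes, each on 1 probe set, were called here. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with only the 2 groups in the fit (35), with arrays centred on their median (41), and without embBE array 24_4 (48), 36_2 (55) or 40_3 (45). It did not with the methods' t-test (6), every probe set (94), the mean of the probe sets (15), the dimmer probe sets left out (23), all 24 arrays (23), cyclic loess (31), folds from mean intensities (31), eBayes with trend and robust (31), the label block (25), or without control array 24_2 (209), 36_3 (12) or 40_1 (119).

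The paper's Fig. 5b, read by eye, shows about 65 transcripts upregulated at P0, and 101 genes were called higher here. The count came within 1.5 times with the dimmer probe sets left out (83), all 24 arrays (49), cyclic loess (80), folds from mean intensities (76), the label block (95), and without embBE array 35_3 (83) or 39_3 (59). It did not with the methods' t-test (20), every probe set (258), the mean of the probe sets (38), only the 2 groups (109), median centring (122), trend and robust (108), or without embBE array 39_4 (104) or control array 35_1 (13), 35_2 (850) or 39_5 (128).

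At P4 Fig. 5b shows about 40 transcripts upregulated and about 7 downregulated, read by eye, and 26 and 3 genes were called here. The upregulated count came within 1.5 times with only the 2 groups (31), cyclic loess (28), median centring (40), trend and robust (28), and without embBE array 24_4 (42), 36_2 (40) or 40_3 (38), and the downregulated count with every probe set (8), folds from mean intensities (7), and without embBE array 24_4 (6) or 40_3 (7). Neither came within 1.5 times under the remaining alternatives set before the data were examined.

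For Rorb at P0 the paper gives P = 0.008, and limma gave an unadjusted p of 0.0409 on the main probe set here; the methods' t-test gave 0.0369 on it and 0.000929 on the second probe set, whose fold of 1.88 is nearest to the paper's 1.9. None of the alternatives set before the data were examined came within 1.5 times; their values ran from 0.000178 (second probe set) to 0.166 (dimmest probe set). For the control change of Rorb from P0 to P4 the paper gives 2.4-fold, and the main probe set gave 1.39-fold here. It was within 1.5 times with the mean of the probe sets (1.65) and on the second probe set (2.41), and not under the other alternatives, which gave 1.29 to 1.56. The paper's folds of 1.9, 2.4 and 1.6 (embBE, P0 to P4) lie near those of the second probe set, 1.88, 2.41 and 1.59. The paper does not name its probe set, so the main one may not be the one it used. The t-test p of the second probe set did not match the paper's P at P0 (0.000929 against 0.008) or in embBE between ages (0.00155 against 0.04).

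The paper ranks Rorb within the top 10 of the genes upregulated at P0. Here it was not called on the main probe set (fold 1.36), and was called on the second (fold 1.88), at rank 28 among the probe sets called higher. Of the 9 genes that Fig. 5b names as upregulated and that were measured, 9 were higher here, 3 called on the main probe set and 7 on any probe set; of the 10 named as downregulated, 8 were lower, 7 called on the main probe set and 10 on any. Scd2 (0.29) and Kcnj3 (0.09) were higher on the main probe set, without being called. These counts are by limma. The methods' t-test called 3 of the 9 and 2 of the 10 on any probe set.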

Other observations

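Genes called in the embBE dLGN at both ages, named after their values were seen, were Osbpl3 (log2 fold change −1.07 at P0, −0.98 at P4), Dusp4 (−0.96, −0.95), Ldoc1, Vwf and Tgm2 (1.22, 1.06), each in the same direction. At P0 Pth2r (1.05), Fam43a (0.79), Bcl11a (0.77), Tshz1 (0.76), Fbxo32 (0.69), Prr15, Lgals3 and Prox1 (0.67 each) and Adh1 (0.59) were called higher and Ddit4 (−1.23), Igfbp2 (−1.01), Map3k20 (−0.98), Mlc1 (−0.98), Vcam1 (−0.97), Spred2 (−0.96) and Cplx2 (−0.95) lower; Cplx2 was lower in the VPM too and Nusap1 (−0.60) was higher there. At P4 Vwf (0.98), Itih5 (0.82), Gas7 (0.75), Fzd8 (0.64) and Angpt2 (0.60) were called higher and Ldoc1 (−0.89), Myot (−0.86), Myoz2 (−0.82), Pdlim5 (−0.74) and Slc35d3 (−0.71) lower. Of the 20 genes with the largest changes at P0 among called genes whose groups did not overlap, 10 were called without control array 39_5 (lost: Tgm2, Pth2r, Fam43a, Tshz1, Prr15, Lgals3, Prox1, Adh1, Map3k20 and Dusp4) and 11 without control array 35_1 (lost: Fbxo32, Prr15, Prox1, Adh1, Ddit4, Map3k20, Mlc1, Vcam1 and Dusp4). Without embBE arrays 39_3 and 35_3 15 were called each, with Prr15, Adh1, Map3k20 and Dusp4 lost in both, Fbxo32 in the first and Tshz1 in the second; Prr15 and Prox1 were lost without embBE array 39_2. Of the 17 genes named for P4, Fzd8 and Angpt2 were lost without embBE array 24_4 or control array 36_3 or 40_1, Itih5 and Dusp4 without embBE array 36_2, Fzd8 and Ldoc1 without embBE array 40_3, and Dusp4, Ldoc1 and Slc35d3 without control array 24_2. Microglia markers were higher as a group at P0 (median 0.33, 15 of 15 above 0; camera adjusted p = 0.00151, 0.728 with an estimated correlation, 0.155 and a median of 0.14 without embBE array 39_4), and cholesterol and fatty acid synthesis was lower (−0.13; 0.0103, 0.593 with an estimated correlation, 0.0679 without embBE array 39_3, 0.148 without control array 35_1; median −0.20 without control array 39_5). Cholesterol and fatty acid synthesis also missed the threshold with cyclic loess (adjusted p = 0.359, median −0.016) and with the dimmer probe sets left out (0.172).

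At P4 in the dLGN, relay neuron identity genes were higher as a group (median 0.13, 15 of 16 above 0; adjusted p = 0.0164, 0.422 with an estimated correlation), as were cholesterol synthesis (0.11; 0.0207, 0.422), endothelial and mural cell markers (0.16; 0.00328, 0.511) and axon guidance genes (0.077; 0.0164, 0.261), and cell cycle genes were lower (−0.093; 0.00122, 0.343). Without control array 40_1 the adjusted p of these 5 groups was 0.426, 0.426, 0.309, 0.309 and 0.152, with medians of 0.037 in the endothelial group and −0.037 in the cell cycle. Cholesterol synthesis and the endothelial group also missed the threshold without embBE array 24_4 (0.104 and 0.144) and control array 36_3 (0.0573 and 0.169), with endothelial medians of 0.065 and 0.043. Other medians rose: the endothelial one to 0.25 without embBE array 36_2 and 0.24 without control array 24_2, and that of axon guidance to 0.12 without embBE array 24_4. Axon guidance did so without embBE array 36_2 (0.174, median 0.037) and the cell cycle without control array 24_2 (0.145, median −0.061); the cell cycle median was −0.17 without control array 36_3.

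Between P0 and P4 the VPM changed in 927 genes in control (672 higher) and 826 in embBE (695 higher), with 687 and 623 at an adjusted p under 0.05. Astrocyte and radial glia genes rose as a group (median 0.62 in control, 0.73 in embBE; camera adjusted p = 4.64e-10 and 8.4e-12, 0.0318 and 0.0245 with an estimated correlation), Aqp4 by 3.72 and 3.91 (control, embBE; limma adjusted p = 0.000748 and 0.000571) and S100b by 2.91 and 3.33. Potassium channel genes (median 0.28 in control, 0.22 in embBE; camera adjusted p = 1.85e-06 and 1.77e-06, 0.0318 and 0.0315 with an estimated correlation) rose as a group, led by Kcnab1 (1.86, 1.53) and Kcna1 (1.18, 1.66), and synaptic vesicle genes did so too (0.34 and 0.25; 0.000191 and 0.000477, 0.0497 and 0.0709 with an estimated correlation). Gbx2, a relay neuron gene, was lower at P4 (−0.78 in control, adjusted p = 0.206; −1.44 in embBE, adjusted p = 0.0272). The counts at an adjusted p under 0.05 without 1 array ran from 214 to 1768 in control and from 206 to 307 in embBE. Sex and age changed together in the control arrays.

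Cck, for which the paper shows in situ hybridization at P0, had a log2 fold change of 0.17 in the embBE VPM at P0 (SE 0.20; an unadjusted p of 0.410), 0.12 at P4 (SE 0.20), −0.76 in the dLGN at P0 (SE 0.23) and −0.22 at P4. Rorb had one of 0.33 (SE 0.37) and 0.25 (SE 0.34) in the dLGN at P0 and P4. In the embBE VPM at P0 Gbx2 was at 0.29, Slc6a4 at 0.39 and Crabp2 at 0.11, none called; Crabp2 was at 1.85 (SE 0.71) in the dLGN at P0. In the VPM at P0 without control array 35_1, Cck was at −0.098, Gbx2 at 0.21, Slc6a4 at 0.14 and Crabp2 at −0.026. At P4 without control array 36_3, Cck was at −0.0024 in the VPM.

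Of the 24 arrays, 14 had high Xist signal (10.0 to 11.5) with low Eif2s3y (3.46 to 3.86) and 10 the reverse (6.82 to 7.66, and 7.80 to 9.32), with 0 in between; the VB and dLGN arrays shared the pattern in 11 of 11 labels that have both. High Xist was seen in 0 of 3 control and 2 of 3 embBE arrays of the VPM at P0, and in 3 of 3 and 2 of 3 at P4.

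Genes higher in dLGN than VB in the P4 controls were lower in the embBE VPM at P0 (median −0.11; camera adjusted p = 0.00125, 0.166 with an estimated correlation) and genes higher in VB had a median of 0.029 (0.00282, 0.285). At P4, by lists from the P0 controls, the medians were 0.048 (0.0115, 0.465) and −0.0028 (0.795). Genes higher and lower with age in the dLGN controls had medians of −0.052 and −0.10 in the embBE VPM at P0 (adjusted p = 0.274 and 0.175) and −0.012 and 0.049 at P4 (0.706 and 0.0276; 0.873 with an estimated correlation).

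VPM and dLGN calls shared Nusap1, Cplx2 and Muc15 at P0, with 1 of the 3 in the same direction (0.2 expected), and Osbpl3 and Cbln2 at P4, with 1 of 2 (0.0211 expected); Muc15 was named after its values were seen. The embBE effect in VPM minus that in dLGN met the study's threshold in 462 genes at P0 and 87 at P4, with 0 genes at an adjusted p under 0.05 in limma and 1066 and 374 at an unadjusted p under 0.05.

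In the embBE VPM at P0 the clock-controlled gene Dbp was lower (−0.72) and Arntl, named after its values were seen, higher (0.67), so a different time of day at dissection may separate the groups. The other 9 clock output genes had a median of −0.074 (camera p of 0.817) and 3 antiphase genes one of 0.18. In the embBE dLGN at P0, whose arrays mostly carry the same labels, Dbp was at 0.30 (SE 0.31) and Arntl at −0.24 (SE 0.39). These signs are opposite to those in the VPM. For Dbp the VPM effect minus the dLGN effect was −1.02 (SE 0.37; limma adjusted p = 0.551). The values of the other clock genes and of the dLGN are too small against their spread to decide, and the time of dissection is not given.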
